# Gene-by-environment interactions influence the fitness cost of gene copy-number variation in yeast

**DOI:** 10.1093/g3journal/jkad159

**Published:** 2023-07-22

**Authors:** DeElegant Robinson, Elena Vanacloig-Pedros, Ruoyi Cai, Michael Place, James Hose, Audrey P Gasch

**Keywords:** copy-number variation, gxE, evolution, fitness cost

## Abstract

Variation in gene copy number can alter gene expression and influence downstream phenotypes; thus copy-number variation provides a route for rapid evolution if the benefits outweigh the cost. We recently showed that genetic background significantly influences how yeast cells respond to gene overexpression, revealing that the fitness costs of copy-number variation can vary substantially with genetic background in a common-garden environment. But the interplay between copy-number variation tolerance and environment remains unexplored on a genomic scale. Here, we measured the tolerance to gene overexpression in four genetically distinct *Saccharomyces cerevisiae* strains grown under sodium chloride stress. Overexpressed genes that are commonly deleterious during sodium chloride stress recapitulated those commonly deleterious under standard conditions. However, sodium chloride stress uncovered novel differences in strain responses to gene overexpression. West African strain NCYC3290 and North American oak isolate YPS128 are more sensitive to sodium chloride stress than vineyard BC187 and laboratory strain BY4743. Consistently, NCYC3290 and YPS128 showed the greatest sensitivities to overexpression of specific genes. Although most genes were deleterious, hundreds were beneficial when overexpressed—remarkably, most of these effects were strain specific. Few beneficial genes were shared between the sodium chloride-sensitive isolates, implicating mechanistic differences behind their sodium chloride sensitivity. Transcriptomic analysis suggested underlying vulnerabilities and tolerances across strains, and pointed to natural copy-number variation of a sodium export pump that likely contributes to strain-specific responses to overexpression of other genes. Our results reveal extensive strain-by-environment interactions in the response to gene copy-number variation, raising important implications for the accessibility of copy-number variation-dependent evolutionary routes under times of stress.

## Introduction

Many unicellular organisms like budding yeast *Saccharomyces cerevisiae* live in environments that fluctuate. Yeast cells can exist in a range of habitats, from fruits and trees to insects and human-associated niches (Liti 2015; Bai *et al*. 2022). Many of these habitats vary over time and space. Sudden environmental changes occur frequently in nature and can include fluctuations in nutrient availability, temperature, exposure to toxins, and other conditions (Deak 2006). Thus, cells have evolved to deal with changing environments including changes that are stressful. Genetic variation has a substantial influence on stress tolerance and response, due in part to neutral genetic drift but also influenced by adaptive changes. For example, strong selective pressure upon copper exposure, rapid freeze-thaw cycles, dessication, and other conditions are thought to have led to selection for specific genetic backgrounds (Landry *et al*. 2006; Will *et al*. 2010; Zarin and Moses 2014; Li *et al*. 2019). A major focus in evolutionary biology has been to understand modes of evolution and the genetic architecture of differences in environmental tolerance. While single-nucleotide changes can influence phenotype, differences in gene copy number provide a driving force, especially in stressful environments (Zmienko *et al*. 2014; Berman 2016; Steenwyk and Rokas 2018; Lauer and Gresham 2019; Qidwai 2020). Copy number variation (CNV) can impart an immediate effect on gene expression, which in turn can have an immediate influence on phenotype; if the benefits outweigh the costs, CNVs can become fixed (Wagner 2005, 2011; Tang and Amon 2013; Gerstein and Berman 2015; Lauer and Gresham 2019; Ascencio *et al*. 2021. Yet, how the cost and benefit of CNV varies with genetic background is only beginning to emerge.

We previously showed that the fitness consequences of gene overexpression (OE), used to model CNV, can vary substantially depending on genetic background. We identified shared and unique responses to each of ∼4,700 yeast genes expressed on a high-copy plasmid in 15 different strains of *S. cerevisiae* selected from diverse niches and locations from around the globe (Robinson *et al*. 2021). This library expresses each gene from its native regulatory sequences, along with a unique DNA barcode that can be quantified by sequencing; relative fitness of each gene can be inferred by changes in barcode abundance after competitive growth compared to the starting library. While amplification of >400 genes is commonly deleterious to many strains, the majority of fitness effects were seen in only a subset of strains. This reveals that the fitness effects of gene OE vary widely with host genome, implicating extensive strain-by-CNV interactions. This implies that that different genetic backgrounds will have differential access to evolutionary routes that involve CNV; indeed, strains exposed to extreme selection evolve through different mechanisms, including those that leverage CNV and those that do not (Filteau *et al*. 2015; Greenblum *et al*. 2015; Bussotti *et al*. 2018; Gerstein and Berman 2020; Tung *et al*. 2021).

A major remaining question is how the environment influences genetic variation in the response to CNV. In nature, cells can experience many different conditions and environments; thus, understanding genotype–environment interactions (GxE) on the consequences of CNV is important (Uddin *et al*. 2015; Xu *et al*. 2016; Hujoel *et al*. 2022). Here, we explored this GxE relationship by examining how the response to gene OE varies across strains grown in a stressful condition. We chose sodium chloride (NaCl) as a stress because of the wealth of molecular information on how yeast cells respond to NaCl stress and how cells regulate the response (Hohmann *et al*. 2007; de Nadal and Posas 2022). Exposing yeast cells to NaCl causes osmotic stress and ion toxicity, which provoke diverse downstream effects including rapid water efflux, increased Na^+^ influx and concentration in the cytosol, production of internal osmolytes among other metabolic changes, and mobilization of transcriptomic changes, including activation of the environmental stress response (ESR) (Gasch *et al*. 2000; Chasman *et al*. 2014; Yenush 2016; Pascual-Ahuir *et al*. 2018; Arino *et al*. 2019). Several signaling pathways are known to respond to NaCl stress, including high osmolarity glycerol (HOG) pathway, nutrient responsive kinase Snf1, and Calcineurin (Cyert 2003; Ye *et al*. 2008; Shashkova *et al*. 2015; Petrezselyova *et al*. 2016; Blomberg 2022; de Nadal and Posas 2022). These pathways can mediate defense strategies such as regulating glycerol accumulation, protecting against protein misfolding, and mediating metabolic changes.

To explore how GxE interactions influence the consequences of gene CNV, we expressed the MoBY 2.0 gene OE library (Ho *et al*. 2009; Magtanong *et al*. 2011) in four different yeast strains, each grown for 10 generations in 0.7 M NaCl. While many of the detrimental effects were shared across strains, most of the beneficial OE genes were strain specific. Transcriptomic and genomic analysis revealed several important features of strain-specific responses to NaCl and gene CNV, which may translate to strain-specific evolutionary trajectories during times of stress.

## Methods

### Strains and growth conditions

Strains used in this study include the laboratory strain BY4743 (MATa/α his3*Δ*1/his3*Δ*1 leu2*Δ*0/leu2*Δ*0 LYS2/lys2*Δ*0 met15*Δ*0/MET15ura3*Δ*0/ura3*Δ*0), BC187 (Gerke *et al*. 2006), NCYC3290 (Liti *et al*. 2009), and YPS128 (Sniegowski *et al*. 2002). Strains were grown in rich yeast extract, peptone, dextrose (YPD) medium (10 g/L yeast extract, 20 g/L peptone, 20 g/L dextrose) with G418 (200 mg/L) for plasmid selection in shake flasks at 30°C, with or without 0.7 M NaCl. As described previously (Robinson *et al*. 2021), strains were transformed with the high-copy MoBY 2.0 library (Ho *et al*. 2009; Magtanong *et al*. 2011) to at least 5-fold replication (∼25,000 transformants per strain and library of ∼5,000 unique plasmids). Colonies isolated on plates from the transformation were scraped, pooled, and stored at −80°C.

### Fitness measurements

The competition experiments were performed as previously described (Ho *et al*. 2009). Frozen library-transformed stocks were thawed and placed in 100 ml of liquid YPD with 0.7 M NaCl and G418 (200 mg/L), at a starting OD_600_ of 0.05. Cultures were transferred to fresh media with or without appropriate supplementation after 5 generations to keep cells in log phase. Cells were harvested after 10 generations and cell pellets were stored at −80°C.

### Barcode sequencing and analysis

Plasmids were collected from each culture aliquot using QIAprep spin miniprep kits (Qiagen, Hilden, Germany). The pool of barcodes was amplified as previously described (Bai *et al*. 2022). Samples were pooled, split, and sequenced across three lanes of an Illumina HiSeq Rapid Run using single-end 100 bp reads. Sequencing data are available in the NIH GEO database under accession number GSE226247.

The data were normalized using library-size normalization as described in Robinson *et al*. (2021), with one modification: some barcodes repeatedly rose to very high read count in the wild strains. To avoid these genes skewing the library normalization, we calculated total sample read counts excluding genes with >50,000 reads, then divided all read counts (including these highly abundant counts) by that normalization factor. Some highly deleterious genes completely drop out of the population after NaCl outgrowth; for these genes, we imputed missing data similarly to what was described previously (Robinson *et al*. 2021) as follows: for genes that were well measured at the starting point (>20 normalized read counts in all 3 replicates) but missing after NaCl outgrowth, we added 1 pseudocount at generation 10. After library normalization, we scaled all values by 1,000,000 and rounded to the nearest integer for *edgeR* analysis (Robinson *et al*. 2010). The processed and normalized data (available in Supplementary Dataset S1) were used as input to *edgeR* using a linear model with generation and strain as factors. Genes with a false discovery rate (FDR) < 0.05 were considered significant (Benjamini and Hochberg 1995); the output from edgeR is provided in Supplementary Dataset S2. Relative fitness scores were calculated as the log_2_ ratio of normalized read counts after vs before outgrowth. Hierarchical clustering (Eisen *et al*. 1998) was performed using Cluster 3.0 and visualized using Java TreeView (Saldanha 2004). Data for YPD rich media without NaCl were taken from Robinson *et al*. (2021).

We considered genes with a fitness benefit as those with a significant positive fitness effect (FDR < 0.05); because many genes selected in BY4743 and BC187 strains had very small effect sizes, we also applied a magnitude threshold, requiring a log_2_ fitness effect of at least 0.8564, which was the smallest beneficial fitness effect of significant genes (FDR < 0.05) in NCYC3290 and YPS128. Three hundred and fourteen genes met these criteria in at least 1 of the 4 strains analyzed (Supplementary Dataset S3). Functional and biophysical enrichments were evaluated using Hypergeometric tests, taking *P*-value ≤ 10^−4^ as significant.

### Transcriptome profiling and analysis

Yeast strains were grown in biological triplicate in rich YPD medium at 30°C with shaking, for three generations to an optical density at 600 nm (OD600) ∼0.5; all strains were grown in parallel for each replicate, allowing paired downstream analysis. Cells grown in rich medium were shifted to media with 0.7 M NaCl, and samples were collected before and at 30 min and 3 h after the shift. Cells were collected by centrifugation, flash frozen, and maintained at −80°C until RNA extraction. Total RNA was extracted by hot phenol lysis (Gasch 2002), digested with Turbo DNase (Invitrogen) for 30 min at 37°C, and precipitated with 5 M lithium acetate for 30 min at −20°C. rRNA depletion was performed using the Ribo-Zero (Yeast) rRNA Removal Kit (Illumina, San Diego, CA), and libraries were generated according to the TruSeq Stranded Total RNA kit and purified using a Axygen AxyPrep MAG PCR Clean-Up Kit (Axygen). The samples were pooled, re-split, and run across three lanes on an Illumina HiSeq 2500 sequencer, generating single-end 100 bp reads, with ∼7,494,848 reads per sample. Sequencing data are available in the NIH GEO database under accession number GSE226246.

Reads were processed using Trimmomatic version 0.3 (Bolger *et al*. 2014), and mapped to the S288c reference genome (version R64-1-1) with bwa-mem (version 0.7.12-r1039) (Li and Durbin 2009). Read counts for each gene were calculated by HT-Seq (version 0.6.0) (Putri *et al*. 2022) and normalized using the TMM method in *edgeR* (Robinson *et al*. 2010). We used a linear model in *edgeR* with strain background as a factor and paired replicates, identifying genes differentially expressed in each strain relative to the average of all strains taking FDR <0.05 as significant. Hierarchical clustering (Eisen *et al*. 1998) was performed by Cluster 3.0 and visualized using Java TreeView (Saldanha 2004). Functional analysis and enriched GO categories for each sample were obtained using hypergeometric tests, taking *P*-value ≤ 10^−4^ as significant. *EdgeR* identified 1,114 genes whose fold change in expression after NaCl was different in at least one strain compared to the mean fold change across strains (FDR < 0.05, Supplementary Dataset S4, Table 1). Relative expression was represented as the log_2_ (fold change) in each strain, comparing normalized read counts 30 min or 3 h after vs before NaCl treatment in each strain. Comparing basal (unstressed) expression across strains identified 608 genes whose expression was significantly different from the mean (FDR < 0.05) in at least one of the strains (Supplementary Dataset S4, Table 2).

### ENA gene CNV analysis

We analyzed previously published DNA-seq data generated for these strains and mapped to the S288c reference sequence (Liti *et al*. 2009; Hose *et al*. 2015; Sardi *et al*. 2018). We normalized read counts at all positions to the genomic media read count and then randomly selected three representative genes from three different chromosomes (YDR229W, YGR125W, YJL059W) whose DNA-seq read abundance was at the median read depth of the genome. These genes were taken to represent genes at single copy per haploid genome. To avoid mapping errors to the S288c reference that contains multiple highly similar ENA genes, we re-mapped reads to a reference sequence consisting of S288c *ENA1* (*YDR040C*) and the three representative single-copy genes using bwa-mem (Li and Durbin 2009) and then used samtools mpileup function (Li *et al*. 2009) to plot the coverage of each base pair in the reference sequence. Read counts were normalized to the median coverage of the three reference genes. Figure 5 shows the running average of normalized read count over 500 bp windows.

## Results

To investigate the effects of gene OE under NaCl stress, we focused on a subset of diploid strains analyzed in a previous study from our lab, selecting three strains representing distinct genetic lineages: West African strain NCYC3290, vineyard strain BC187, and North American oak isolate YPS128, along with common lab strain BY4743 as a well-studied reference (Liti *et al*. 2009; Peter *et al*. 2018). In addition to genetic differences, these strains display extensive phenotypic diversity in several different environmental conditions, including osmotic stress (Kvitek *et al*. 2008; Warringer *et al*. 2011; Peter *et al*. 2018; Sardi *et al*. 2018). We first measured strain growth rates in 0.3 and 0.7 M NaCl to characterize NaCl tolerance. Growth of all strains was reduced in NaCl compared to rich medium (Fig. 1. However, there was significant variation in strain responses. West African NCYC3290 and to a lesser extent oak-soil YPS128 strains were much more sensitive to the higher dose of NaCl, indicated by their 8.5× and 3.5× reduction in doubling time compared to only ∼2× reduction in vineyard strain BC187 and lab strain BY4743. We chose the higher dose of NaCl to interrogate how this environment influences strain-specific responses to CNV.

**Fig. 1.**
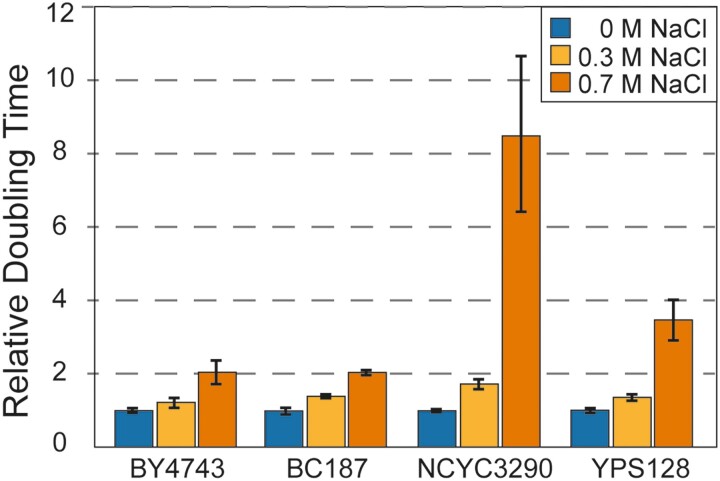
Strains vary in salt sensitivity. Average and standard deviation (*n* = 3) of doubling times of each strain grown in the absence or presence of NaCl according to the key, normalized to the unstressed growth rate of that strain.

Next, we quantified the fitness effects of gene OE across different genetic backgrounds when cells were subjected to a stressful environment of 0.7 M NaCl. Each strain was transformed with the library, which includes ∼5,000 genes cloned from S288c along with their native upstream and downstream sequences, cloned onto a 2-micron replication plasmid (Ho *et al*. 2009; Magtanong *et al*. 2011). Each plasmid also carries a DNA barcode, which can be identified and quantified through deep sequencing of the pooled library. We note that one limitation of this approach is that some genes that are not expressed in salt conditions will not show increased expression and thus will be scored as neutral. Cells were inoculated into rich medium and an aliquot collected before (‘0 generation” sample) and after 10 generations of growth in 0.7 M NaCl, in biological triplicate. Gene abundances before and after outgrowth were identified by deep sequencing of plasmid barcodes.

Past analysis showed that these three wild strains carry 2–3 copies of the 2-micron plasmid from this library, per haploid genome, making results from these strains directly comparable. The laboratory strain is distinct from many wild strains and carries ∼11 copies per haploid genome (Robinson *et al*. 2021). To account for these differences, we normalized sequencing data for each library and calculated the log_2_ ratio of normalized barcode read counts after NaCl treatment vs before (see *Methods*). This reflects the relative fitness cost of each gene compared to the library expressed in that strain. Plasmids that carry genes that are detrimental when OE drop in frequency in the population, either because of reduced cell growth in the population or because cells suppress the abundance of toxic plasmids (Makanae *et al*. 2013), both of which we interpret as a relative fitness defect. In contrast, beneficial plasmids will rise in frequency in the population over time. We used linear modeling to identify genes with a significant fitness effect in each strain (FDR < 0.05).

### Common and unique fitness consequences across strains and environments

We identified a total of 3,644 genes (from 4,133 interrogated) whose OE produced a relative fitness effect in at least one strain growing under NaCl stress (FDR < 0.05, Fig. 2). Yet the number and magnitude of fitness costs varied substantially. Lab strain BY4743 showed the least impact of gene OE, both in terms of number of deleterious OE genes and their impact on fitness (Fig. 2a and b), followed by BC187 which also showed relatively mild fitness effects for most genes. For both of these strains, the distribution of relative fitness costs was similar with and without NaCl, consistent with their ability to grow well in salt-containing medium (Fig. 1). In contrast, the NaCl-sensitive strains showed several key differences. First, both strains were more sensitive to gene OE in the absence of stress, indicated both by the number of deleterious OE genes and their greater effect sizes compared to NaCl-tolerant strains. Second, both strains—but especially the most NaCl sensitive, NCYC3290—were much more sensitive to gene OE in the presence of NaCl. For example, the vast majority of OE genes were deleterious in NCYC3290 and with severe fitness costs (Fig. 2a–c).

**Fig. 2.**
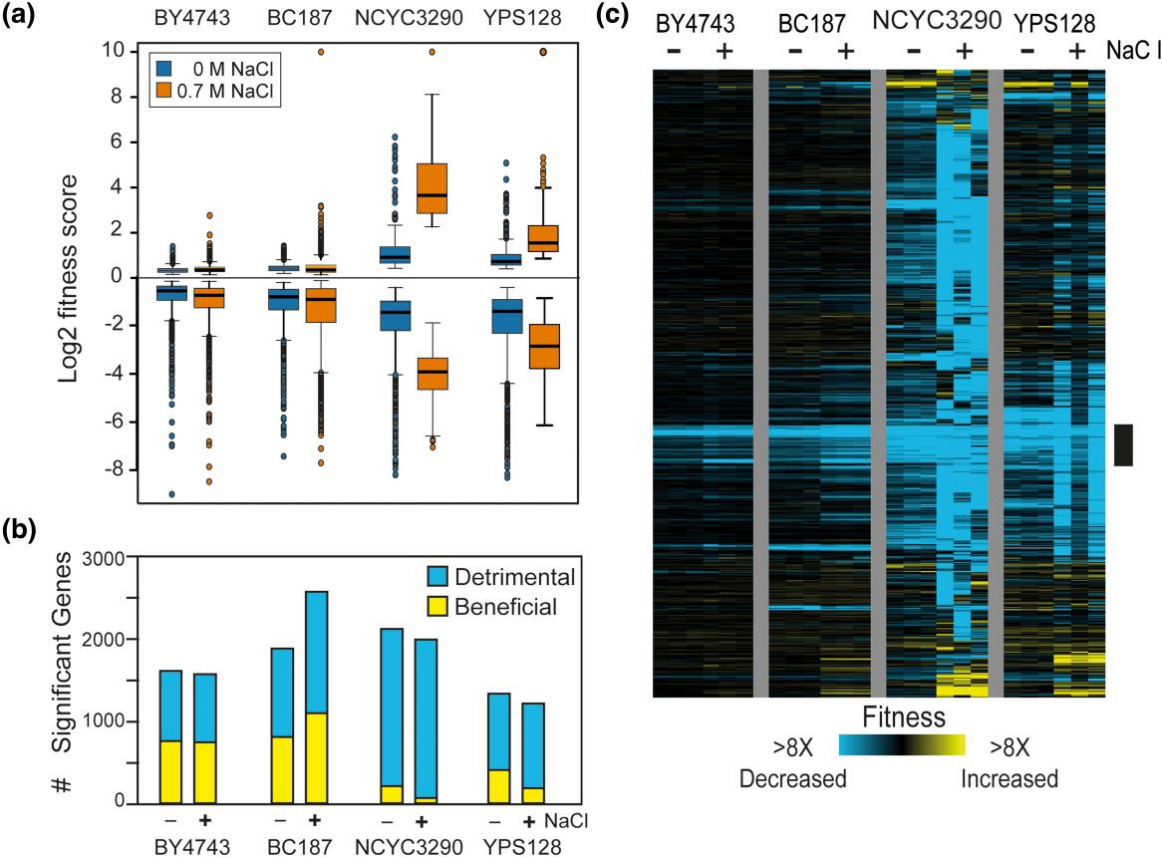
Fitness consequences vary by strain. a) Distribution of average log_2_ fitness scores in each strain grown 10 generations in rich medium in the absence of NaCl (blue) or in medium with 0.7 M NaCl (orange). b) The number of detrimental (blue) or beneficial (yellow) genes in each strain and media condition. c) Hierarchical clustering of 3,644 genes with a fitness effect (FDR < 0.05) in at least one strain grown in NaCl stress. Each row is a specific gene, each column is a biological replicate of that strain grown in the absence (−) or presence (+) of NaCl. Blue and yellow values represent genes that dropped or rose in abundance during competitive growth, reflecting decreased or increased fitness effects according to the key. The black bar indicates a cluster of genes whose OE is detrimental to varying degrees in all strains and under both conditions. Data from NaCl-free conditions were taken from Robinson *et al*. (2021).

To explore the patterns of fitness costs across strains and conditions, we hierarchically clustered OE genes that had a relative fitness effect in at least one strain. The resulting heat map illustrates the commonalities and differences across strains and conditions. We identified one cluster of ∼200 OE genes (Fig. 2c, black bar) that were deleterious in all four 4 strains in both YPD and NaCl stress conditions, to varying degrees. Consistent with past work from our lab (Robinson *et al*. 2021), this gene group was heavily enriched for genes involved in translation, including ribosomes and ribosome biogenesis factors, protein folding factors, and genes repressed during stress in the environmental stress response (ESR, *P* < 10^−4^, Hypergeometric tests). But even for these commonly deleterious OE genes, the magnitude of the effect varied, especially for the wild strains where the fitness cost was more severe in the presence of NaCl. These results are consistent with the notion that the cost of gene OE is greater in strains already experiencing suboptimal conditions (see *Discussion*).

### Beneficial genes vary widely across strains

We were particularly interested in genes whose OE provides a benefit under NaCl stress, since these may provide adaptive value. We identified and hierarchically clustered 331 genes whose OE produced a significant benefit in NaCl over an effect threshold in at least one strain (Fig. 3a, see *Methods*). BY4743 and BC187 had a substantial number of genes that passed our statistical threshold but were of very small effect size (hence the use of a magnitude threshold, identifying only 23 beneficial OE genes for BY4743). In contrast, 116, 65, and 183 genes met our criteria of providing a benefit to BC187, NCYC3290, and YPS128, respectively. Interestingly, there was only small overlap in which genes were beneficial during NaCl stress, even for the two NaCl-sensitive strains (Fig. 3b). This strongly implies that the genetic basis for NaCl sensitivity is different in the two sensitive strains.

**Fig. 3.**
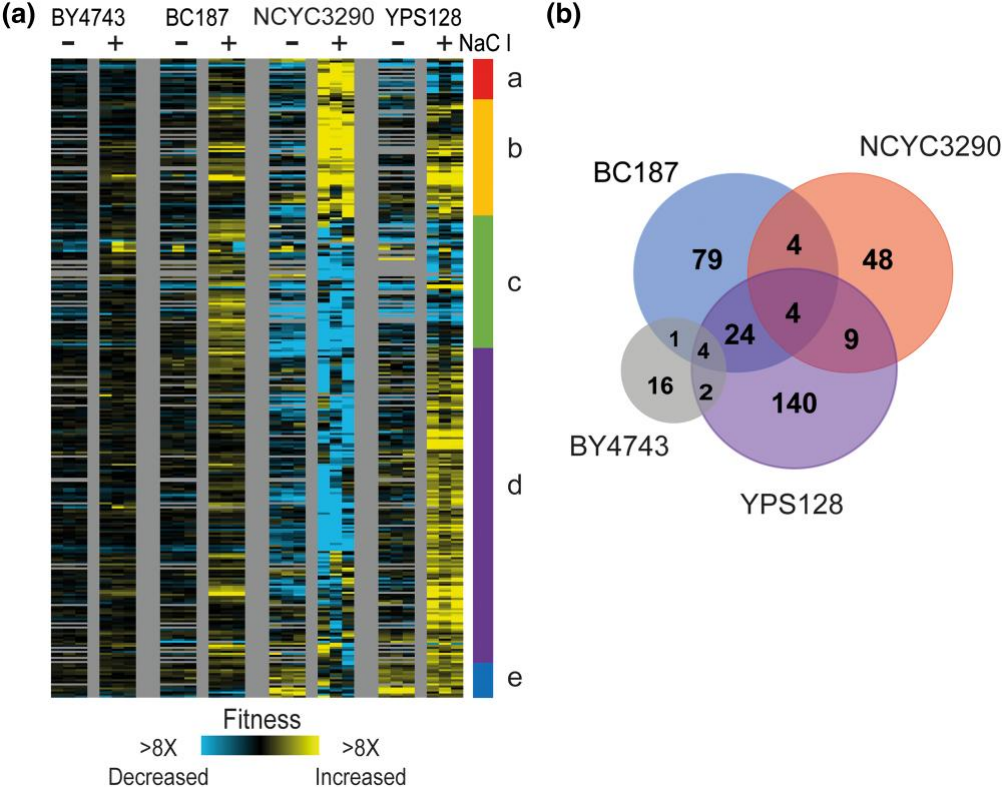
Beneficial genes vary widely by strain. a) Hierarchical clustering of 314 genes that were beneficial in at least one strain (see *Methods*), as described in Fig. 2; gray indicates missing values. Several clusters were enriched for functional groups (*P* < 1 × 10^−4^, hypergeometric test) including genes involved in a) cell-cycle entry, c) negative regulation of heterochromatin, d) cytoplasmic mRNA processing body assembly, snoRNA processing. b) Overlap of beneficial genes identified in each strain.

Only four genes were scored as beneficial to all three wild strains but not BY4743 (Fig. 3b). These included calmodulin kinase *CMK2*, Snf1-related kinase *HAL5* that regulates ion tolerance (Mulet *et al*. 1999; Tumolo *et al*. 2020), CK2-kinase subunit *CKA1* that has been implicated in NaCl stress (Bidwai *et al*. 1995; Kanhonou *et al*. 2001), and *GCD10* that encodes a tRNA methyl transferase. It is interesting that three of the four genes are kinases that could have a wide range of downstream effects on physiology. Expanding to genes shared between the two sensitive strains identified several other genes involved in cation homeostasis including sodium and other-cation transporter *QDR2*, kinase *SAT4* involved in sodium tolerance (Mulet *et al*. 1999), and diacylglycerol kinase *DGK1* (itself a target of CK2 (Qiu *et al*. 2016)). This group was also enriched for genes regulated by the HOG-regulated osmotic stress transcription factor Sko1 (*P* = 5 × 10^−4^, Hypergeometric test), which is interesting in the context of the NaCl sensitivity of these strains. Interestingly, the total set of genes whose OE was beneficial to YPS128 were enriched for genes involved in mRNA P-body and stress granule assembly and ergosterol biosynthesis (*P* < 1 × 10^−4^, Hypergeometric test). BC187 also benefited from OE of many RNA binding proteins, several of which were shared with YPS128. In contrast, genes beneficial to NCYC3290 were enriched for those involved in glycosyl-group transferase activity and flocculation. Together, these results indicate that the fitness consequences of beneficial genes are largely strain specific, in some cases causing opposing fitness effects in different strains (Fig. 3, clusters a, c, and d).

### Transcriptomic analysis implicates genetic modifiers

The low overlap in beneficial OE genes among the NaCl-sensitive strains suggests that NaCl sensitivity is explained by different genetic or physiological limitations. In attempt to better understand background-specific effects that could influence these differences, we characterized each strain's transcriptomic response to NaCl shock. Cells grown in rich medium were shifted to media with 0.7 M NaCl, and samples were collected before and at 30 min and 3 h after the shift, in biological triplicate (see *Methods*). 

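RNA depleted of rRNA was sequenced from cultures of the laboratory strain BY4743 and of the wild strains BC187, NCYC3290 and YPS128. The deposited table holds 35 libraries, which are 3 per strain and time point except for YPS128 at 30 min, where replicate 3 has no library. The labels of the deposited libraries give 0.7 M NaCl for the unstressed libraries as well, and the paper's description of those as collected before NaCl was used here. The authors counted reads per gene with HT-Seq on bwa-mem alignments to the S288c reference genome, and the deposited values are raw counts without normalization. Between 3629637 and 5866906 reads per library were counted on genes, with a median of 4732586. The paper gives about 7494848 reads per sample, which is a number of sequenced reads, and the values reported here rest on the counted reads. In BY4743 the totals ran from 5196150 to 5710177 unstressed (median 5503743), from 3859650 to 5040110 at 30 min (median 4164739) and from 4136912 to 5783452 at 3 h (median 4935847). In BC187 they ran from 4419322 to 5253590 unstressed (median 5168055), from 4732586 to 4904201 at 30 min (median 4747641) and from 3834787 to 4645940 at 3 h (median 4256404). In NCYC3290 they ran from 4529616 to 5036681 unstressed (median 4811321), from 4096383 to 4581490 at 30 min (median 4528695) and from 4228921 to 5866906 at 3 h (median 4258928). In YPS128 they ran from 4257551 to 5613554 unstressed (median 4882762) and from 4159553 to 4805400 at 3 h (median 4799140), while the 2 libraries at 30 min had 3629637 and 4438104. A count of 3, taken as the detection floor, equals 0.827 CPM in the smallest library and 0.511 in the largest, and floors and intervals cover counting error only. URA3 and LEU2, which are deleted in BY4743, had 0 counts in all 9 BY4743 libraries. In the wild strains' libraries URA3 had between 143 and 623 counts and LEU2 between 209 and 1169. HIS3, also listed as a deletion in BY4743, had between 99 and 637 counts in BY4743. Genes with low counts were removed by edgeR's filterByExpr, libraries were scaled by TMM after filtering, and quasi-likelihood models were fitted with the replicate number as a block, because the strains were grown in parallel for each replicate. The NaCl response was fitted to the 34 libraries that Dataset S4 uses, which leave out YPS128 replicate 3 at 3 h, and basal expression to the 12 unstressed libraries.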

We chose these timepoints to explore the response to NaCl immediately after acute shock and at a later timepoint that represents the acclimated state. We expected that the sensitive strains may show substantial differences in transcriptomic response to the shock, reflecting their increased NaCl sensitivity; however this was not the case. 

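Each strain's log2 fold change at 30 min and at 3 h was compared with the mean log2 fold change of the 4 strains, which makes 8 contrasts. Of 5997 genes tested, 3748 (62.5%) differed from the mean in 1 or more contrasts at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within each contrast). Among these, 2850 genes differed at 30 min, 2084 at 3 h and 1186 at both time points. BY4743 had the most such genes at 30 min, with 2754, and YPS128 had 619, NCYC3290 had 131 and BC187 had 125. At 3 h YPS128 had 1443, BY4743 had 1353, BC187 had 338 and NCYC3290 had 212. The count moved most when a minimum absolute log2 difference of 1 was added, to 1076 genes, a limit chosen after the data were seen. The count table lists 1138 genes of the NaCl sheet of the paper's Dataset S4, and all 1138 were among the 3748.
EST3 (YIL009C-A, chromosome IX of the S288c R64 assembly, 335666 to 336212) had the largest positive difference of NCYC3290, at 30 min, with a log2 difference from the mean of the strains of 3.50 (standard error 0.20, adjusted p = 4.38e-13 from edgeR). Its counts in NCYC3290 were between 44 and 68 unstressed and between 2382 and 2756 at 30 min. EST3 also rose in YPS128, by 3.41 on the log2 scale at 30 min and by 2.40 at 3 h. In BY4743 and BC187 its change did not pass the threshold at either time point. PRM5 (YIL117C, chromosome IX, 140613 to 141569) had the largest negative difference of BC187, at 3 h, with a log2 difference of -2.83 (standard error 0.24, adjusted p = 3.16e-09 from edgeR). PRM5 rose at 3 h by 0.94 on the log2 scale in BC187 and by 0.80 in BY4743, but by 5.65 in NCYC3290 and by 7.72 in YPS128, where the unstressed libraries had between 0 and 4 counts. SNZ3 (YFL059W, chromosome VI, 11363 to 12259) fell in NCYC3290 at 3 h from between 422 and 573 counts to between 226 and 300, and rose in BC187 from at most 2 counts to between 43 and 64. Only 36.8% of the 100-base windows of SNZ3 occur once in the genome, so its reads could be shared with related genes. SNO2 had the largest positive difference of BC187, at 3 h, with between 36 and 45 counts against at most 1 unstressed, and 23.5% of its windows occur once. LSO1 had the largest positive difference of YPS128, at 3 h, with between 91 and 113 counts against 0 in every unstressed library of that strain. MOR1 and PAU4 in BY4743 and YFR056C in YPS128, the other extreme genes, had at most 12 counts in every library at the time point of the difference.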

Using a linear model to identify strain-by-environment interactions, we identified 1,141 genes whose expression to NaCl differed across strains at one or both time points after shock (FDR < 0.05, see *Methods*). The four strains showed fairly similar gene expression changes at both induced and repressed genes (Fig. 4a)—there were no large gene groups that were uniquely induced or repressed in any of the strains. Furthermore, the magnitude of many of those gene expression changes was similar across strains. This was especially surprising for the sensitive strains, since we expected that they may exhibit larger magnitude changes if they experience a stronger stress from 0.7 M NaCl treatment.

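Across the 5997 tested genes, Pearson's r between the log2 fold changes of BY4743 at 30 min and those of BC187, NCYC3290 and YPS128 at 30 min was 0.688, 0.599 and 0.406 (Spearman's rho 0.614, 0.541 and 0.338). At 3 h the same comparisons gave r of 0.830, 0.758 and 0.712 (rho 0.833, 0.757 and 0.694). Between pairs of wild strains r ranged from 0.635 to 0.790 at 30 min and from 0.818 to 0.887 at 3 h. These are correlations across genes, which are not independent replicates. Restricting the genes to those with at least 10 counts in every library raised r most between NCYC3290 and YPS128 at 30 min, from 0.717 to 0.820, a filter chosen for these correlations after the data were seen.
The genes changed in 1 strain only were those with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 at either time point in a strain, and with no change past that p-value in the same direction in any other strain. There were 366 such genes (6.10% of those tested). The number was 182 in BY4743, of which 113 were induced and 69 repressed, 65 in BC187, 46 in NCYC3290 and 92 in YPS128. Some genes were induced in a strain and repressed in another, so they count in both. Without the minimum fold change the count was 1353, and with only the genes that had at least 10 counts in every library it was 149. Passing the threshold in a strain and not in the others is not a test of the difference between them.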

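The magnitude of the response was taken per culture as the median, over the tested genes, of the absolute log2 fold change against the unstressed library of the same culture, from log2 CPM with a prior count of 2. At 30 min it was 0.39 ± 0.069 (SD, n = 3 cultures) in BC187, 0.40 ± 0.074 (SD, n = 3) in NCYC3290 and 0.41 ± 0.086 (SD, n = 2) in YPS128, which differed by less than the spread between cultures. BY4743 stood apart, at 0.70 ± 0.047 (SD, n = 3). At 3 h the magnitude was 0.46 ± 0.027 (SD, n = 3) in BY4743, 0.58 ± 0.0053 (SD, n = 3) in BC187, 0.62 ± 0.031 (SD, n = 3) in NCYC3290 and 0.77 ± 0.0034 (SD, n = 2) in YPS128. Scaling by library totals without TMM, a setting chosen after the data were seen, moved the value of YPS128 at 3 h most, to 1.01.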

**Fig. 4.**
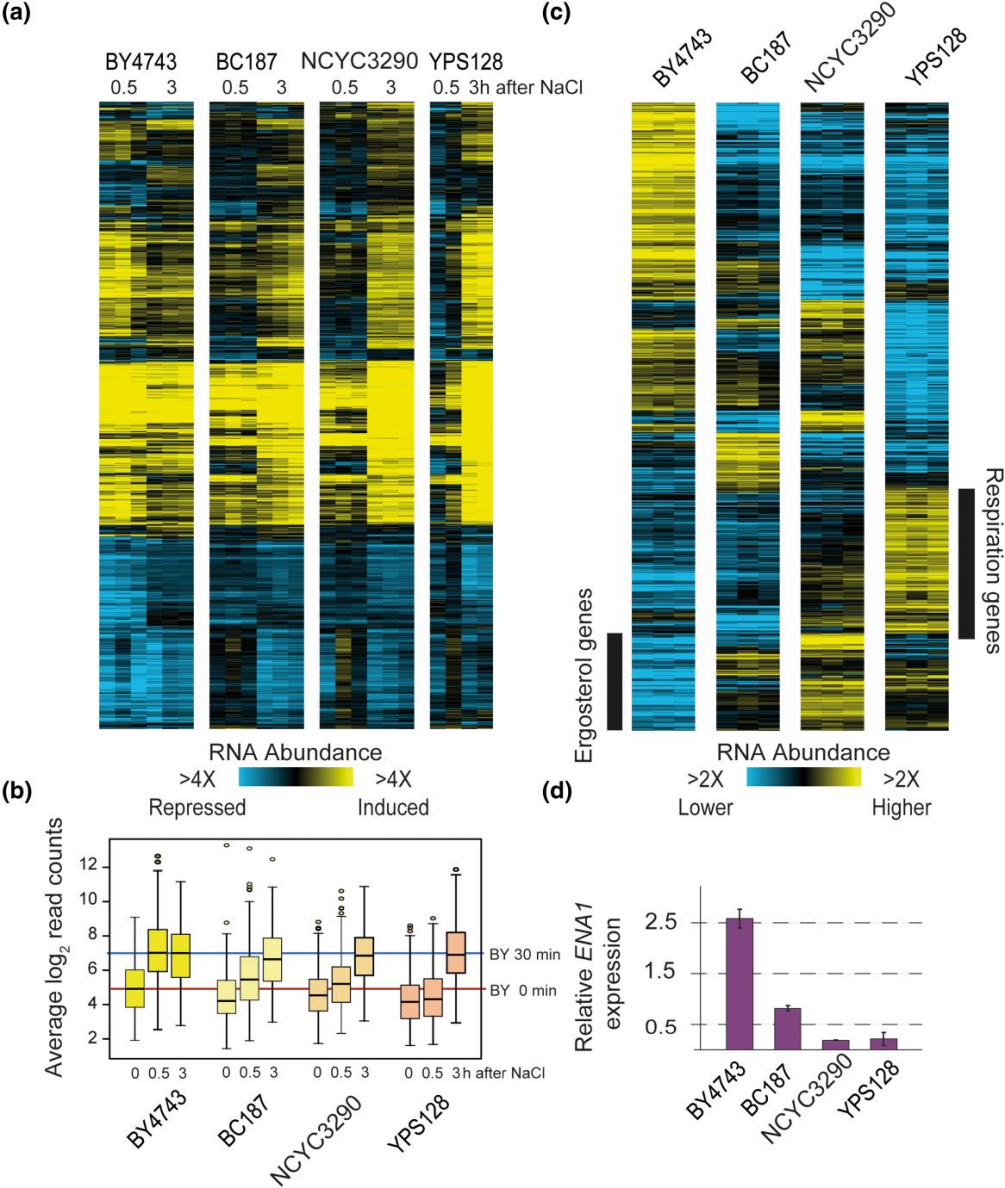
Gene expression differences implicate strain-specific physiology. a) Hierarchical clustering of 1,141 genes whose log_2_(fold change) in response to NaCl was different from the mean in at least one of the four strains (FDR < 0.05). As shown for Fig. 2, except that here values represent relative mRNA abundance in stressed samples vs the prestressed sample from that strain. Each column represents one of three biological replicates (or two in the case of YPS128). b) The distribution of log_2_ normalized read counts for genes induced in the ESR across strains and time points. The median abundance of genes in the laboratory strain before and at 30 min after NaCl treatment is indicated with red and blue lines. c) Hierarchical clustering of 608 genes whose basal expression before NaCl is different from the mean in at least one of the four strains (FDR < 0.05). Each column is one of three biological replicates of cells growing in rich medium in the absence of stress, where log_2_ values represent expression relative to the mean of all strains according to the key. d) Average and standard deviation of *ENA1* expression in the absence of stress relative to the mean of all strains.

Despite these global similarities, on closer inspection we noticed a difference in the timing of the response, especially compared to the BY4743 laboratory strain. The lab strain had much larger changes in expression at 30 min after NaCl shock than the other strains, and many of these expression differences were already subsiding by 3 h. 

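At 30 min the 3 BY4743 cultures had median absolute log2 fold changes between 0.65 and 0.73, all above the 8 cultures of the wild strains, which lay between 0.33 and 0.47. The difference of the means was 0.30 (exact two-sided permutation test, p = 0.00606, the smallest p that the 165 splits allow). At 3 h the order was reversed, with a difference of -0.18 and all 3 BY4743 cultures below the 8 wild cultures (exact two-sided permutation test, p = 0.0121). Against any wild strain alone the exact test cannot go below p = 0.1. Exchanging the strain within replicates only, a test chosen after the data were seen, gave differences of 0.305 at 30 min and -0.178 at 3 h. Each had p = 0.0208 in that exact two-sided permutation test, the smallest it allows. All of these tests take cultures as the units, and only a single laboratory strain was sampled. In BY4743, 3755 genes changed at 30 min and 2650 at 3 h at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. In BC187 the numbers were 2037 and 3272, in NCYC3290 1638 and 3588, and in YPS128, with 2 libraries per NaCl time point, 866 and 3792. Genes changed at least 2-fold numbered 1100 induced and 761 repressed in BY4743 at 30 min, and 715 and 414 at 3 h. In the wild strains at 30 min, 566 were induced and 221 repressed in BC187, 500 and 88 in NCYC3290, and 296 and 113 in YPS128. At 3 h the wild strains had more than BY4743, with 1031 and 554 in BC187, 1113 and 709 in NCYC3290, and 1315 and 928 in YPS128. Among the alternatives, a replicate block for each time point moved a count most, taking that of genes changed by NaCl YPS128 30 min to 1806.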

Genes induced in the ESR provide a good representation (Fig. 4b): these genes show much larger and earlier expression changes in the laboratory strain. In contrast, all three wild strains showed delayed expression changes, of genes induced in the ESR (Fig. 4b) and other genes more broadly (Fig. 4a). 

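The genes induced in the ESR were represented by 60 genes that Dataset S3 annotates to the induced ESR cluster (iESR) in the lists of BY4743, BC187 and NCYC3290. These lists were chosen by plasmid fitness and not from these libraries, and they hold only part of the ESR. For each culture the median log2 fold change of the 60 genes against the unstressed library of that culture was computed. At 30 min it was 1.40 ± 0.17 (SD, n = 3 cultures) in BY4743, 0.63 ± 0.045 (SD, n = 3) in BC187, 0.53 ± 0.16 (SD, n = 3) in NCYC3290 and 0.14 ± 0.030 (SD, n = 2) in YPS128. The mean of BY4743 exceeded that of the wild cultures by 0.938 (exact two-sided permutation test of 3 against 8 cultures, p = 0.00606, the smallest p it allows). With each replicate left out in turn the difference lay between 0.879 and 0.991. Exchanging the strain within replicates only, a test chosen after the data were seen, gave a difference of 0.925. Its p was 0.0208 (exact two-sided permutation test), the smallest that this exchange allows. At 3 h BY4743 reached 1.58 ± 0.066 (SD, n = 3).

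**Figure D1:**
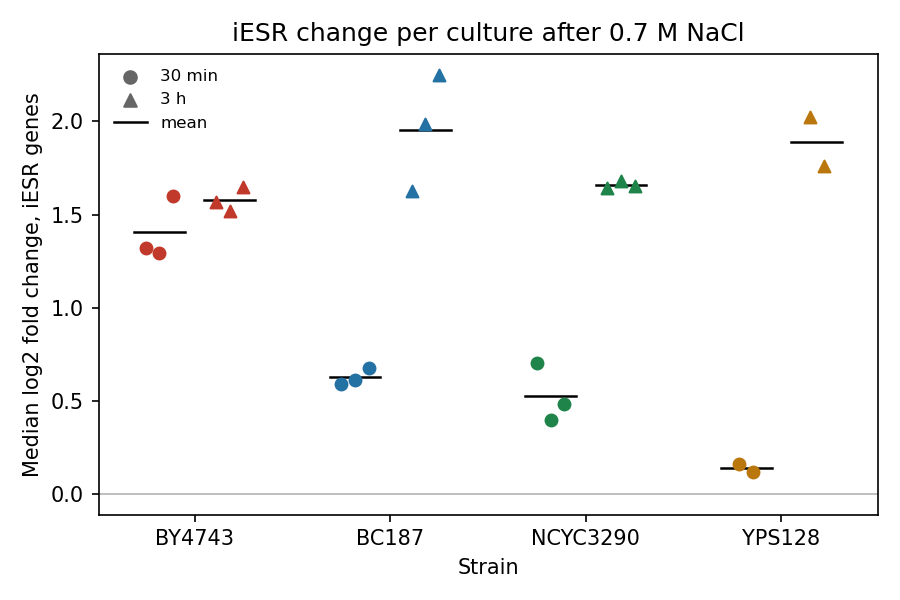
Median log2 fold change of the 60 iESR genes per culture (vertical axis) by strain (horizontal axis), at 30 min (circles) and 3 h (triangles) in 0.7 M NaCl, with lines at the means. At 30 min the 3 BY4743 cultures lie between 1.30 and 1.60, above the 8 wild cultures, which lie between 0.12 and 0.70.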

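From 30 min to 3 h the iESR change rose to 1.95 ± 0.31 (SD, n = 3 cultures) in BC187, 1.66 ± 0.019 (SD, n = 3) in NCYC3290 and 1.89 ± 0.19 (SD, n = 2) in YPS128. At 3 h the change in BY4743 was smaller than in each of the 8 wild cultures of the same replicate number. Its mean difference from all wild cultures was -0.249 (exact two-sided permutation test over all cultures, p = 0.103). With the strain exchanged within replicates only, a test chosen after the data were seen, the difference was -0.262 (exact two-sided permutation test, p = 0.125, smallest possible p = 0.0208). Scaled by library totals without TMM, a setting chosen after the data were seen, the mean difference from all wild cultures was -0.612 (exact two-sided permutation test over all cultures, p = 0.0242). These are changes from an unstressed level that was higher in BY4743, with median log2 CPM of 4.05 to 4.13 against 3.46 to 3.96. The level at 3 h was 5.83 to 6.10 in BY4743 and 5.67 to 6.03 in BC187. In NCYC3290 it was 5.38 to 5.52 and in YPS128 5.42 to 5.67, so the smaller change did not mean a lower level. The 92 genes that the same lists annotate to the ribosomal protein and PAC clusters, repressed in the ESR, changed by -1.28 ± 0.27 (SD, n = 3) in BY4743 at 30 min. In the wild strains at 30 min their change was -0.20 ± 0.049 (SD, n = 3) in BC187, -0.21 ± 0.20 (SD, n = 3) in NCYC3290 and -0.17 ± 0.016 (SD, n = 2) in YPS128. By 3 h it was -1.12 ± 0.16 (SD, n = 3) in BY4743, -1.23 ± 0.084 (SD, n = 3) in BC187, -1.45 ± 0.10 (SD, n = 3) in NCYC3290 and -1.49 ± 0.028 (SD, n = 2) in YPS128. Across all tested genes, the 3 h log2 fold changes of BC187, NCYC3290 and YPS128 correlated with the 30 min log2 fold changes of BY4743 at r of 0.725, 0.749 and 0.771. Because delayed signaling is known at higher doses of ionic stress, the paper proposes from the later response that the wild strains could be experiencing a higher level of NaCl stress.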

Much of the transcriptome response is regulated by the Hog1 kinase that responds to osmotic stress. Interestingly, it is well known that the timing of Hog1 signaling varies with the dose of ionic stress: at higher doses of stress, signaling is delayed and produces a delayed transcriptomic response (Maeda *et al*. 1995; O'Rourke and Herskowitz 2004; Hersen *et al*. 2008; Granados *et al*. 2017). This suggested that wild strains could all be experiencing a higher level of NaCl stress that delays the transcriptomic response (yet does not grossly change the magnitude or genes in the response, see *Discussion*). There was little relationship between genes expression and gene fitness benefits in each strain (aside of YPS128, in which seven beneficial genes were more highly induced in that strain upon NaCl treatment). In fact, only 20% of genes beneficial in one or more strain (Fig. 3b) were differentially expressed in any strain (Fig. 4a), and nearly half of those (43%) were repressed by NaCl across strains. This is not entirely surprising, since most genes with expression changes during NaCl treatment have no bearing on surviving NaCl treatment, and many genes important for NaCl survival are actually repressed at the transcript level (Giaever *et al*. 2002; Berry and Gasch 2008; Berry *et al*. 2011).

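The lists of genes beneficial to BY4743, BC187 and NCYC3290 in Dataset S3 hold 191 different genes, of which 189 were tested for the NaCl response. The list of YPS128 was left out of these because the available copy holds 1 gene fewer than the text gives. Of the 189 genes, 109 (57.7%) had a strain-specific NaCl response. Of 4451 tested genes in none of the beneficial lists of any strain, 2789 (62.7%) did, an odds ratio of 0.812 (Fisher's exact test, two-sided, p = 0.168). This background is larger than the number of genes the paper interrogated for fitness. It therefore holds genes that could not have been scored as beneficial, which limits each comparison with it. The mean log2 fold change over strains and time points was negative for 64 of the 109 genes (58.7%, 95% Clopper-Pearson interval 48.9% to 68.1%), against 48.8% of the 2789. With DESeq2's Wald test the share of beneficial genes was 64.6%, and without the replicate block it was 51.3%. With a minimum absolute log2 difference of 1, chosen after the data were seen, 30 of the 189 genes (15.9%) and 781 of the 4451 (17.5%) remained (Fisher's exact test, p = 0.625).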

Although the transcript changes to NaCl were not wildly different across strains aside of the timing, we wondered if basal expression differences in the strains, before NaCl exposure, could be informative. 

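Basal expression in each strain was compared with the mean of the 4 strains in the 12 unstressed libraries. Of 5644 genes tested, 4068 (72.1%) differed in 1 or more strains at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within each of the 4 contrasts). BY4743 differed at 2799 genes, YPS128 at 2262, BC187 at 1707 and NCYC3290 at 1668. Over all tested genes the median absolute log2 difference lay between 0.14 in NCYC3290 and 0.20 in BY4743. With a minimum absolute log2 difference of 1, a limit chosen after the data were seen, there were 455 strain-specific basal genes. Without the replicate block the count was 2061, and in a fit to the libraries of all time points it was 2599.
YGR201C (chromosome VII of the S288c R64 assembly, 902520 to 903197) had the largest positive difference of BC187, with 11266 ± 345 normalized CPM (SD, n = 3) against a mean of 7.04 in the other strains. NFT1 (YKR103W, chromosome XI, 653080 to 656736) had 0 counts in every unstressed BC187 library, at least 35.6-fold lower than the mean of the other strains. Introns of the mitochondrial COX1 gene gave the extremes of NCYC3290 and a negative extreme of YPS128. AI1 had between 3143 and 4678 counts in NCYC3290 and between 5686 and 7987 in BY4743, and 0 in every library of BC187 and YPS128. AI2 had 0 counts in NCYC3290, at least 1013-fold lower than the mean of the other strains, and AI4 had 0 counts in YPS128, at least 115.5-fold lower. ARN2 (YHL047C, chromosome VIII, 8351 to 10213), the largest positive difference of YPS128, had between 139 and 262 counts there and between 0 and 311 in the other strains.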

We therefore identified 608 genes whose expression was significantly different in at least one strain compared to the mean (FDR < 0.05, see *Methods*). Here, expression differences were more noticeable across the strains (Fig. 4c). In fact, the laboratory strain was a clear outlier compared to the three wild strains: one large group of genes was expressed significantly higher in BY4743 in the absence of stress, and this group was enriched for stress-defense genes (see also Fig. 4b), oxidoreductases, amino acid biosynthesis genes, transporters, and genes encoding proteins localized to the membrane and vacuole (*P* < 1e−4, Hypergeometric test). This result suggests that BY4743 is already prepared for stress even before exposure (see *Discussion*). 

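In BY4743, 1411 genes were higher and 1388 lower than the mean of the strains at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. At a minimum absolute log2 difference of 1, chosen after the data were seen, 263 differed, of which 76 were lower. In the same fit 776 genes were higher in BC187, 854 in NCYC3290 and 1289 in YPS128. Under scaling by library totals without TMM, also chosen after the data were seen, 2000 genes were basal higher in BY4743 and 932 genes basal lower in BY4743. Of the iESR genes, 56 were tested at basal expression, and their median log2 difference in BY4743 was 0.28 (47 positive, 9 negative). Over all genes tested 29 of them were higher and 4 lower, and adjusted over the list alone 34 were called. The adjusted p of the list from camera, with limma's preset correlation of 0.01 and over the 4 lists tested, was 6.42e-04. The median of the same genes was -0.13 in BC187, -0.03 in NCYC3290 and -0.27 in YPS128. A list of 43 amino acid biosynthesis genes, written before the data were examined, had a median log2 difference of 0.21 in BY4743 (30 positive, 13 negative, adjusted p = 2.22e-05 from limma's camera). The median of this list was 0.12 in BC187, -0.16 in NCYC3290 and -0.20 in YPS128. Adjusted over the list alone, 28 of the 43 were called, the same number as over all genes tested, where 22 were higher and 6 lower. Both calls held under limma's fry. With an inter-gene correlation estimated from the data, the adjusted p of camera was 0.114 for the iESR list and 0.0411 for the amino acid list. The largest positive difference of BY4743 was YHR214C-B (chromosome VIII, 543964 to 549346), with between 251 and 292 counts and 0 in every other unstressed library, at least 56.3-fold higher, and 4.79% of its 100-base windows occur once in the genome. From the group of genes higher in the absence of stress, the paper proposes that BY4743 is prepared for stress before exposure.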

A second group of genes was expressed significantly lower in the lab strain, and these were heavily enriched for genes encoding respiration factors and ergosterol biosynthesis genes and targets of Hap1 (Fig. 4c). Some of these differences may result from known polymorphisms in S288c-derived strains that affect the regulation of those genes (including *MKT1*, *MIP1*, *HAP1* along with auxotrophic markers that affect mitochondrial and respiratory functions and/or ergosterol-gene expression (Gaisne *et al*. 1999; Young and Court 2008; Dimitrov *et al*. 2009)).

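A list of 37 respiration genes and a list of 24 ergosterol genes, both written before the data were examined, were tested on the basal difference of BY4743. The respiration list had a median log2 difference of -0.58, with 36 of 37 genes negative (adjusted p = 1.08e-22 from limma's camera with the preset correlation). Over all genes tested 33 of the 37 were lower and 0 higher, and adjusted over the list alone 33 were called. The median of this list was -0.38 in BC187, -0.04 in NCYC3290 and 0.93 in YPS128, so part of the distance from the mean of the strains came from YPS128. The ergosterol list had a median log2 difference of -0.72, with 23 of 24 genes negative (adjusted p = 5.35e-26 from limma's camera). All 23 were lower over all genes tested, and 23 were called when adjusted over the list alone. Its median was 0.04 in BC187, 0.52 in NCYC3290 and 0.24 in YPS128. Both calls held under limma's fry and with an estimated inter-gene correlation, where the adjusted p was 0.0143 for respiration and 0.0114 for ergosterol. LEU2 (YCL018W), deleted in BY4743, was the gene with the largest negative difference of that strain, at least 193-fold lower than the mean of the others. Targets of Hap1 were not tested, since no list of them was at hand.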

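ENA1 (YDR040C, chromosome IV of the S288c R64 assembly, 535192 to 538467) had a basal log2 difference of 2.16 from the mean of the strains in BY4743 (standard error 0.11, adjusted p = 1.69e-16 from edgeR's quasi-likelihood test). ENA5 (YDR038C, chromosome IV, 527422 to 530697) had a difference of 1.56 in BY4743 (standard error 0.10, adjusted p = 3.81e-13 from edgeR) and of 1.19 in BC187 (standard error 0.11, adjusted p = 1.15e-09 from edgeR). NHA1 (YLR138W, chromosome XII, 418437 to 421394) had a smaller difference, 0.49 in BY4743 (standard error 0.057, adjusted p = 4.64e-08 from edgeR), from 185 ± 8.6 normalized CPM (SD, n = 3) against 120 in the other strains. ENA2 (YDR039C), which lies between ENA1 and ENA5 in the reference, had at most 1 count in every BY4743 library. ENA2 differs from ENA1 at 43 of 3276 bases and ENA5 at 77, so 14.8% of the 100-base windows of ENA1, 12.2% of those of ENA5 and 1.45% of those of ENA2 occur once in the genome. Reads from the other windows could not be assigned to a copy. Had the authors' counting divided them between the copies, ENA2 would have received part of them. In BY4743 at 30 min ENA2 had at most 1 count while ENA1 had between 3761 and 4784, which argues against such a division in that strain. If the shared reads were left out, the counts of a copy, and sums over the copies, cover only part of the ENA reads.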

Remarkably, among the genes with much higher basal expression in BY4743 were several linked directly to Na+ transport, including *ENA1*, *ENA5*, and *NHA1*. In fact, *ENA* genes coding for P-type ATPase sodium pumps are known to have undergone tandem duplications in different strains including BY4743, which harbors three copies per haploid genome, each with high sequence homology (Haro *et al*. 1991; Wieland *et al*. 1995; Doniger *et al*. 2008; Strope *et al*. 2015; Barbitoff *et al*. 2021). *ENA* genes are important components in the saline detoxification (although they are not present in the MoBY 2.0 library), and strains with higher *ENA* copy number are well known to have correspondingly higher sodium tolerance (Daran-Lapujade *et al*. 2009; Warringer *et al*. 2011; Wilkening *et al*. 2014; Sirr *et al*. 2018; Pontes *et al*. 2019). We plotted the relative abundance of RNA-seq reads mapping to *ENA1* as a representative and found that expression varied wildly across strains. 

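In the basal fit ENA1 had 39.5 ± 9.5 normalized CPM (SD, n = 3) in unstressed BY4743, 13.1 ± 2.5 (SD, n = 3) in BC187, 2.90 ± 0.57 (SD, n = 3) in NCYC3290 and 3.91 ± 1.5 (SD, n = 3) in YPS128. The raw counts per library were between 203 and 259 in BY4743, 59 and 69 in BC187, 14 and 15 in NCYC3290, and 12 and 24 in YPS128. Within replicates, BY4743 exceeded NCYC3290 by 13.5-fold (range 12.6 to 14.0 over 3 pairs, adjusted p = 7.86e-15 from edgeR) and YPS128 by 10.3-fold (range 5.53 to 15.1, adjusted p = 7.61e-14 from edgeR). BC187 exceeded NCYC3290 by 4.52-fold (range 4.43 to 4.697, adjusted p = 6.17e-08 from edgeR). The NaCl-sensitive strains NCYC3290 and YPS128 did not differ from each other past the threshold (ratio 0.766, adjusted p = 0.313 from edgeR). That ratio was 1.01 without NCYC3290 replicate 3 or without YPS128 replicate 3, so its direction rested on those cultures. With the counts of ENA1, ENA2 and ENA5 summed, BY4743 exceeded NCYC3290 by 10.6-fold and BC187 exceeded it by 5.77-fold.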

The two sensitive strains showed very low expression of *ENA1* relative to the other strains; expression in vineyard strain BC187 was ∼4× higher than NCYC3290, while expression in lab strain BY4743 was 14× higher (Fig. 4c). These differences raised the possibility of underlying gene copy-number differences.

To investigate if underlying expression differences were due to natural CNV of these genes, we interrogated DNA-seq reads mapped to a single ENA gene copy relative to three representative genes present in single copy per haploid genome (see *Methods*). NCYC3290 and YPS128 both showed per-base coverage that was similar to the single copy genes, barring some fluctuation in read depth that may be due to polymorphism-dependent mapping errors: the median read count for *ENA1* vs the median of the single-copy genes was 1.1 and 1.0 for NCYC3290 and YPS128, respectively (Fig. 5a). In contrast, BC187 showed read distribution that was ∼3–4× higher across most of the gene, excluding the very amino terminus (median *ENA1* read count vs single-copy genes of 3.1). As a control for our analysis method, we plotted reads for a related lab strain, W303 that was sequenced with the same pipeline as the wild strains—the median read depth of *ENA1* vs single-copy genes was 3.7, consistent with the known four *ENA* copies in this strain (Colombi *et al*. 2023). The reduced coverage at the ends of the gene could be due to incomplete gene duplication, or it may reflect substantial polymorphisms between BC187 and the reference genome that obscure copy number. The latter possibility is supported by the known high rate of evolution of ENA genes, including at least one case of introgression from *S. paradoxus* (Doniger *et al*. 2008; Daran-Lapujade *et al*. 2009; Warringer *et al*. 2011; Sirr *et al*. 2018). We conclude that BC187 has 3 ENA gene copies per haploid genome, although the functionality of all copies remains to be explored.

**Fig. 5.**
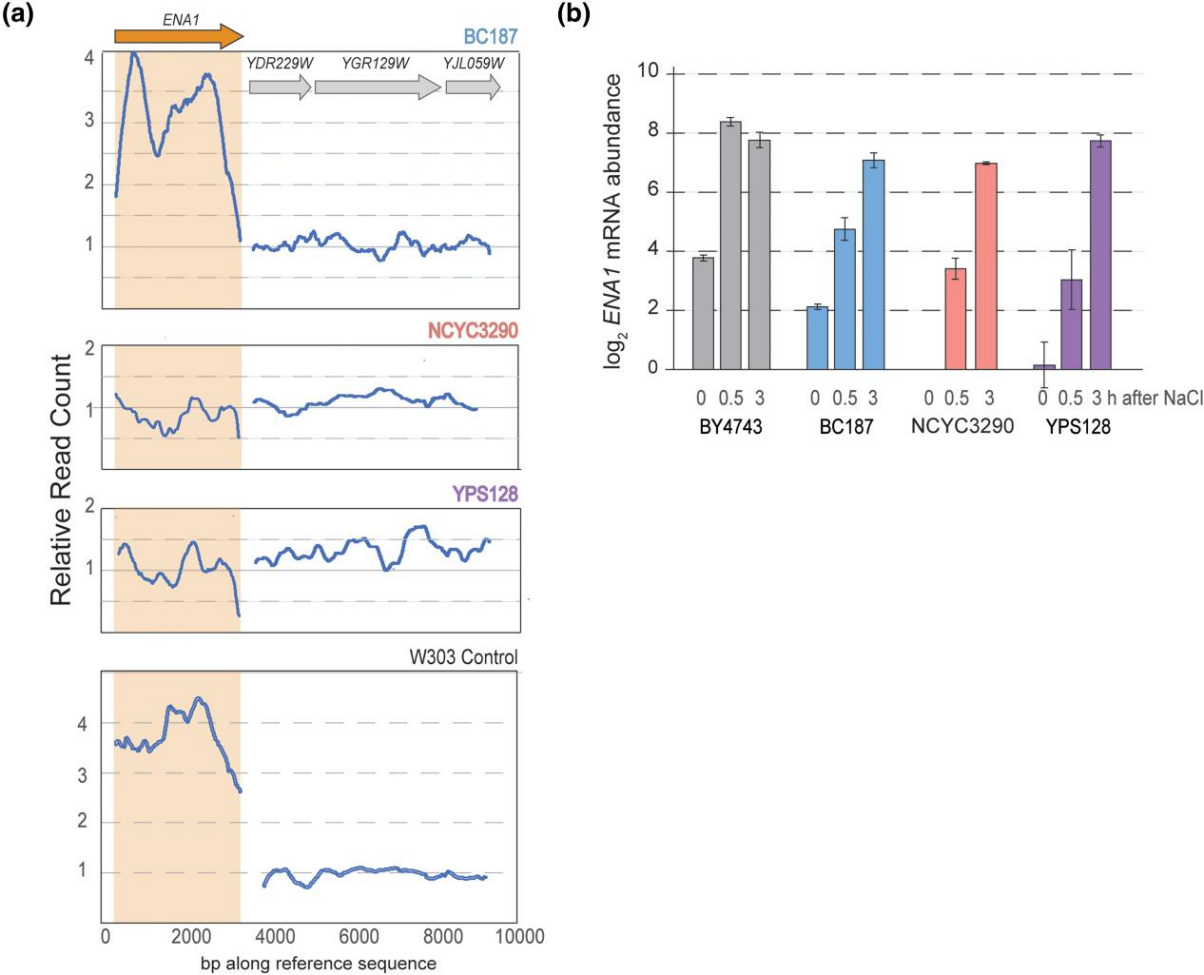
Strains vary in *ENA* copy number and expression. a) Relative DNA-seq read count across a representative *ENA* gene (left trace, orange arrow) and three representative single-gene copies (right trace, gray arrows) in each of the three wild strains (see *Methods*). The plot shows the running average across 500 bp windows from left to right along each sequence. As a control, sequence is shown for a related laboratory strain W303, sequenced with the same pipeline as the wild strains and known to carry four *ENA* copies. b) Average and standard deviation (*n* = 3) of log_2_ fold change in *ENA1* mRNA abundance before and after NaCl treatment, normalized to NCYC3290 basal levels at time 0 min.

Strains with higher abundance of *ENA1* and related sodium pumps are well known to have increased tolerance to sodium stress (Ferrando *et al*. 1995; Tenney and Glover 1999; Crespo *et al*. 2001; Daran-Lapujade *et al*. 2009; Warringer *et al*. 2011; Pontes *et al*. 2019). 

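In the unstressed libraries ENA1 was 2.99-fold higher in BY4743 than in BC187 (range 2.84 to 3.15 over 3 replicate pairs, adjusted p = 5.53e-09 from edgeR's quasi-likelihood test). With ENA1, ENA2 and ENA5 summed, the ratio was 1.83 (range 1.67 to 2.04). BC187 exceeded YPS128 by 3.46-fold for ENA1 alone (range 1.95 to 4.78 over 3 pairs, adjusted p = 1.63e-06 from edgeR) and by 4.66-fold for the sum (range 3.10 to 6.43). ENA1 made up 51.7% ± 4.5 of the ENA counts in BY4743 (SD, n = 3) and 31.8% ± 4.1 in BC187 (SD, n = 3), where most of the rest were assigned to ENA5. Reads shared between the copies limit what the counts of a given copy can show.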

Interestingly, however, strain-specific differences in *ENA* transcript abundance were not fully explained by differences in ENA copy number: although BY4743 and BC187 both harbor 3 *ENA* copies per haploid genome, basal expression in the lab strain was 3-fold higher than BC187 (Fig. 4c); likewise, basal expression in BC187 was >4-fold higher than the sensitive strains. These results suggested that the response to NaCl could be influenced both by variation in *ENA* gene copy number and by *ENA* gene regulation. ENA genes are also transcriptionally induced by NaCl (Proft and Serrano 1999; Tenney and Glover 1999; Ruiz *et al*. 2003), and in fact several studies have observed natural variation in *ENA* transcriptional regulation (McDaniel *et al*. 2018; Sirr *et al*. 2018). We plotted *ENA1* mRNA abundance before and after NaCl in each strain, normalized to NCYC3290 basal levels. While BY4743 harbored the highest *ENA1* expression in the absence of stress, the strain further induced *ENA1* another 25-fold within 30 minutes after 0.7 M NaCl exposure. 

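In BY4743, ENA1 rose 20.0-fold from the unstressed library of the same culture to 30 min (range 15.6 to 28.5 over 3 cultures), a log2 fold change of 4.32 ± 0.45 (SD, n = 3) with an adjusted p of 5.77e-16 from edgeR's quasi-likelihood test. At 3 h the log2 fold change was 3.84 ± 0.16 (SD, n = 3). Scaled by library totals without TMM, a setting chosen after the data were seen, the induction at 30 min was 24.2-fold. ENA5 was not induced in BY4743, with a log2 fold change of -0.54 ± 0.63 (SD, n = 3) at 30 min (adjusted p = 0.0810 from edgeR) and -0.38 ± 0.19 (SD, n = 3) at 3 h (adjusted p = 0.189 from edgeR). ENA1 then made up 96.7% ± 1.4 of the ENA counts at 30 min and 95.2% ± 0.52 at 3 h (SD, n = 3). With the counts of ENA1, ENA2 and ENA5 summed, the induction at 30 min was 10.7-fold.

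**Figure D2:**
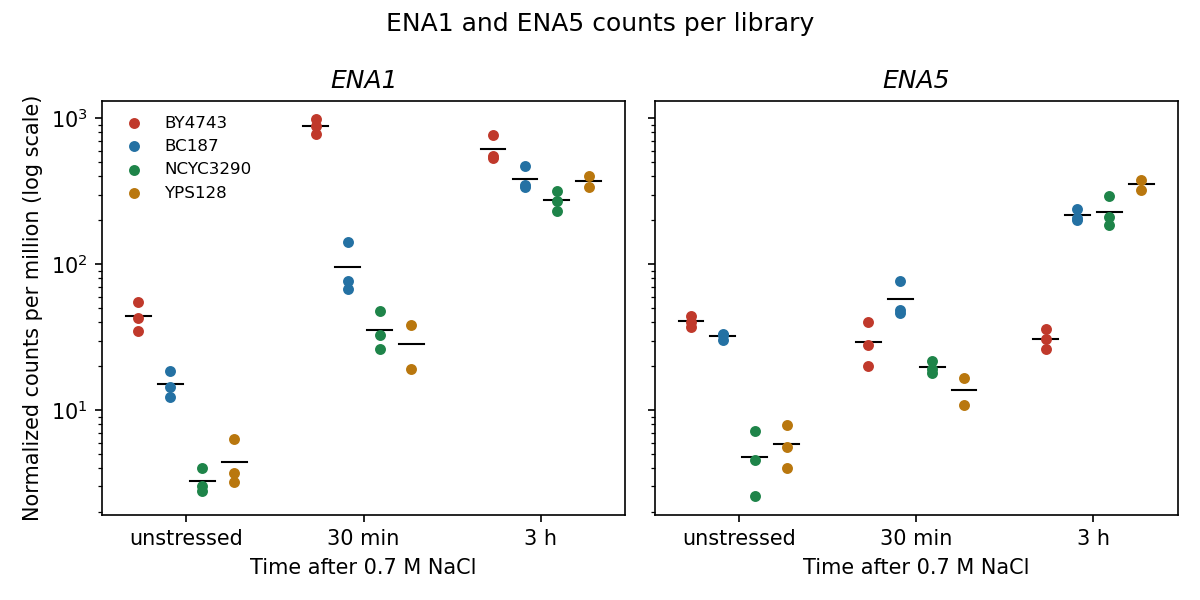
Normalized CPM of ENA1 (left) and ENA5 (right) on a log scale, per library, by strain and by time after 0.7 M NaCl, with lines at the means. The ENA1 libraries of BY4743 lie above those of the other strains at each time point. Counts assigned to ENA5 stay near 30.9 in BY4743 at 3 h, as those of the other strains rise.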

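The log2 fold change of ENA1 at 30 min was 2.61 ± 0.30 (SD, n = 3 cultures) in BC187, 3.43 ± 0.46 (SD, n = 3) in NCYC3290 and 2.96 ± 0.55 (SD, n = 2) in YPS128. At 3 h it was 4.697 ± 0.091 (SD, n = 3) in BC187, 6.40 ± 0.069 (SD, n = 3) in NCYC3290 and 6.76 ± 0.041 (SD, n = 2) in YPS128. In each wild strain the change from 30 min to 3 h was larger than the spread between cultures. At 30 min the level of BY4743 was 9.66-fold above that of BC187, 25.3-fold above NCYC3290 and 30.4-fold above YPS128. At 3 h BY4743 was 1.62-fold above BC187 (range 1.55 to 1.68 over 3 pairs, adjusted p = 0.00671 from edgeR) and 1.76-fold above YPS128 (range 1.60 to 1.93 over 2 pairs, adjusted p = 0.00355 from edgeR). It was 2.30-fold above NCYC3290 (range 2.02 to 2.47 over 3 pairs, adjusted p = 1.11e-05 from edgeR). With ENA1, ENA2 and ENA5 summed, BY4743 was 1.31-fold above NCYC3290 at 3 h, 1.09-fold above BC187 and at 0.934 of the level of YPS128. The YPS128 replicate 3 library at 3 h, which Dataset S4 does not use, showed a 50.4-fold induction over its unstressed library, the smallest of the 3 YPS128 cultures.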

Remarkably, the other strains all induced *ENA1* expression to within 2-fold of BY4743 mRNA levels, albeit with delayed kinetics. While induction of *ENA1* may help with the acclimation to continued salt stress (McDaniel *et al*. 2018), it is likely that the basal expression levels influence the immediate survival after rapid-onset salt stress. Thus, we propose that although strains retain the ability to induce *ENA1* expression after stress, the low starting mRNA levels likely contribute to variations in the ability to survive the initial NaCl exposure—this may also explain differences in the fitness cost of other OE genes, including OE of other sodium transporters and ion-response regulators whose duplication provides a major benefit to wild strains but has no effect in BY4743 (see *Discussion*).

## Discussion

Our results show that environmental stress has a major influence on the fitness consequences of gene OE, and those effects vary substantially across genetically distinct individuals. That environmental stress influences the cost of gene OE may not seem surprising from a physiological point of view, and this is consistent with longstanding models on the effects of stress on mutational tolerance (Szafraniec *et al*. 2001; Fry and Heinsohn 2002; Elena and de Visser 2003; Kishony and Leibler 2003). However, our results have major implications for how strain and environment affect the fitness costs of gene CNV, which is an important route to rapid evolution. These trends are almost certainly true for other stresses beyond NaCl treatment studied here. We previously showed only small overlap in OE fitness consequences to toxin tolerance in wild strains growing in industrial conditions (Sardi *et al*. 2016). We subsequently showed that the mechanisms of tolerating those conditions vary substantially across strains, suggesting that different genes will be beneficial depending on the physiological weaknesses of each individual (Sardi *et al*. 2018). We propose that Strain-by-Environment-by-CNV interactions are prominent and could produce substantial variation in the evolutionary trajectories accessible to different individuals and over space and time.

Simply duplicating a gene's copy number can increase its expression, at least for genes that are not dosage regulated (Stranger *et al*. 2007; Hose *et al*. 2015; Cromie *et al*. 2017; Ascencio *et al*. 2021). Amplification of many genes is deleterious even in the absence of stress, likely due to the increased burden of producing extra DNA, RNA, and protein but also due to internal imbalances caused therein (Wagner 2011; Birchler and Veitia 2021). NaCl treatment exacerbated the deleterious effects of many of those genes, as might be expected (Szafraniec *et al*. 2001; Fry and Heinsohn 2002; Elena and de Visser 2003; Kishony and Leibler 2003). But even for the same concentration of NaCl, strains more sensitive to NaCl showed both more deleterious responses and larger effect sizes during NaCl and compared to more tolerant strains (Fig. 2). This is consistent with the idea that the cost of CNV is generally worse when cells are already taxed, in accordance with previous implications from our work (Robinson *et al*. 2021). In many cases, the increased cost of gene OE may be independent of the gene's function (Wagner 2005, 2011; Robinson *et al*. 2021) and could simply represent compounded burdens of producing extra protein during an energy-consuming stress response. In other cases, specific gene functions may be counterproductive during the NaCl acclimation and thus uniquely deleterious in that environment. For example, increased expression of functional aquaporin water transporters is detrimental during osmotic shock, due to passive water loss that exacerbates stress-induced water efflux (Will *et al*. 2010). Although increased aquaporin expression is beneficial in other environments, the cost of that increase is harder to overcome in high-osmolar conditions. The implication is that different evolutionary routes will be more or less accessible depending on the environmental context.

Adaptive benefits of CNVs are well known during environmental stress (Zmienko *et al*. 2014; Berman 2016; Steenwyk and Rokas 2018; Lauer and Gresham 2019; Qidwai 2020), and thus we expected to find some genes whose OE is uniquely beneficial during NaCl exposure compared to standard conditions. The surprise was that there was little overlap in beneficial genes across strains, including the more sensitive strains. Part of the low overlap results from inclusion of the laboratory strain, BY4743. This strain showed the fewest beneficial genes, and most of those genes produced only mild benefits. This along with growth responses shown in Fig. 1 is consistent with the notion that BY4743 is fairly tolerant of NaCl, and thus there is little room for improvement. Our genomic analyses raised several possible explanations. Unstressed BY4743 shows higher expression of many genes directly related to stress defense (Fig. 4b and c), including genes linked to osmotic and other stress defenses. Furthermore, BY4743 displays very high expression of ENA genes encoding sodium efflux pumps even in the absence of stress, likely due to both natural ENA gene amplification and higher expression from one or more copies. Together, these results strongly suggest that BY4743 is already prepared for NaCl stress before exposure, requiring less acclimation effort upon treatment. This preparedness could also explain the accelerated transcriptomic response to NaCl shock (Fig. 4a and b): higher basal stress tolerance coupled with immediate Na+ efflux could result in a lower effective dose of NaCl, which is known to produce a faster signaling response (Maeda *et al*. 1995; O'Rourke and Herskowitz 2004; Hersen *et al*. 2008; Granados *et al*. 2017). Whether these expression differences have been selected due to laboratory domestication or merely accumulated due to neutral drift, these results are consistent with the idea that there is little adaptive benefit for most OE genes in the lab strain under these conditions.

The results in the lab strain are perhaps not surprising, since laboratory strains are often outliers in their responses (Hose *et al*. 2015, 2020; Gallone *et al*. 2016; Gasch *et al*. 2016)—but, we were surprised to see the low overlap in beneficial OE genes across wild strains, especially NaCl-sensitive NCYC3290 and YPS128 (Fig. 3b). The beneficial gene sets for each strain were enriched for distinct functions; the exception was shared enrichment of osmo-responsive Sko1 targets among the beneficial genes shared by the two sensitive strains. Yet, there were several genes common to two or all three of the wild strains (albeit with different effect sizes, often greatest in the sensitive strains, Supplementary Dataset S2). These included genes linked to cation stress, including kinases Hal5 and Sat4 and transporter Qdr1 that are known to modulate ion tolerance (Mulet *et al*. 1999; Vargas *et al*. 2007; Rios *et al*. 2013). It is interesting that these genes had virtually no benefit in the lab strain that is already well equipped for Na+ stress.

We propose that the significant fitness benefit of these genes to wild strains but not BY4743 could be impacted by variation in abundance of *ENA* ATPase Na+ pumps. The sensitive strains harbor only one copy of *ENA* per haploid genome, whereas BC187 carries 3 copies that remain lower expressed than in BY4743 (Fig. 5). Given the importance of ENA expression in NaCl tolerance (Daran-Lapujade *et al*. 2009; Pontes *et al*. 2019), we propose that differences in *ENA* copy number and expression influence which other OE genes will be beneficial. This would explain why strains with lower *ENA* mRNA abundance greatly benefit from OE of other genes directly involved in sodium efflux, whereas BY4743 receives no benefit from OE of those genes. Interestingly, several other genes uniquely beneficial to one or more wild strains transcriptionally up-regulate *ENA1*, including CK2 whose OE benefited all strains and *CRZ1* that was highly beneficial to BC187 (Tenney and Glover 1999; Mendizabal *et al*. 2001; Petrezselyova *et al*. 2016). These possibilities highlight the potential for genetic interactions between CNVs, since the impact of one gene's amplification is dependent on another gene's copy number.

In all, this study adds to the body of evidence that the impact of a mutation, in this case gene OE to mimic the effects of CNV, depends on not only the genomic context but also environment. Ultimately, the combined effect of genomic and environmental variation can perhaps best be considered as Gene-by-System interactions (Sardi and Gasch 2018), where the impact of a gene's CNV depends on the physiological state of the cell. A remaining challenge is developing statistical models that can both represent Gene-by-System interactions and uncover the biology behind them.

## Supplementary Material

jkad159_Supplementary_Data Click here for additional data file.

## Data Availability

Barcode sequencing data are available in the NIH GEO database under accession number GSE226247. RNA sequencing data are available in the NIH GEO database under accession number GSE226246. Supplemental material available at G3 online.

# Supplementary material for: Gene-by-environment interactions influence the fitness cost of gene copy-number variation in yeast
**Source:** G3 (Bethesda). 2023 Jul 22;13(10):jkad159. doi: 10.1093/g3journal/jkad159
**Supplement:** jkad159_Supplementary_Data

**Robinson et al. G3. 2023**

**DATASET LEGENDS

Dataset S1: Normalized and imputed barcode read count.** Normalized and imputed data from MoBY 2.0 selection experiments, as described in Methods.

**Dataset S2: *EdgeR* output for MoBY 2.0 selections.** Each block represents edge R results for each indicated strain, see *edgeR* manual for details.

**Dataset S3: Beneficial genes.** Each tab represents *edgeR* output for genes determined to be significant at FDR < 0.05. Tabs for BY4743 and BC187 labeled ‘threshold’ are those with FDR < 0.05 and meeting the effect size threshold as described in Methods.

**Dataset S4: Normalized log2 relative gene expression from RNA-seq experiments.** Tab 1) log_2_ values represent the fold change in expression in each denoted strain at 30 min or 3 h versus the unstressed sample for that strain. Tab 2) log_2_ values represent the fold difference in expression in each denoted unstress strain relative to the mean expression of all four strains from that paired replicate.

How the deposited data were processed for this re-analysis (not part of the article)

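RNA-seq libraries of the yeast strains BY4743, BC187, NCYC3290 and YPS128, unstressed and at 30 min and 3 h in 0.7 M NaCl, were analysed from the deposited table of counts per gene. The authors depleted rRNA, sequenced single-end reads of 100 bp across pooled lanes, trimmed them with Trimmomatic, mapped them to the S288c reference with bwa-mem and counted reads per gene with HT-Seq. The deposited values are the authors' raw counts, with no normalization and no filter on genes. The paper's text does not state the strand and multiple-mapping settings of HT-Seq. Antisense and overlapping genes and near-identical copies are therefore uncertain, and the share of 100-base windows that occur once in the genome is given for named genes where it is below 100%. The table has 6717 genes, of which 243 have 0 counts in all 35 libraries. Gene names and coordinates come from the annotation of the S288c R64 assembly, which matched 6025 of the IDs, and 0.117% of the counts lie on unmatched IDs.

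Library totals ran from 3629637 to 5866906 (mean 4709084), and TMM factors from 0.632 to 1.55. The 10 most counted genes of a library took between 7.78% and 21.2% of its counts. Replicates varied more than counting error, with a chi-square per degree of freedom between 4.18 and 61.1. The biological coefficient of variation was 15.8% in the fit of the NaCl response and 8.50% in the fit of basal expression.

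Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered by filterByExpr with the 12 strain-by-time groups, which kept 5997 genes for the NaCl response, or with the 4 strains in the 12 unstressed libraries, which kept 5644. After filtering, libraries were scaled by TMM, and robust quasi-likelihood models were fitted with the group and the replicate number. Contrasts set each strain against the mean of the 4 strains, each NaCl time point against the unstressed libraries of the strain, and pairs of strains against each other. P-values were adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.05. Values per culture are log2 CPM with a prior count of 2, minus the value of the unstressed library of the same culture. Culture medians were compared by exact two-sided permutation tests. Gene lists were tested by limma's camera with a preset inter-gene correlation of 0.01, and by fry.

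The pairing of libraries by replicate number comes from the Methods, which state that the strains were grown in parallel for each replicate. It was checked by the correlation, across genes, of the deviations of same-numbered libraries from their strain's mean. Unstressed, all 18 pairs of same-numbered libraries were over 0.1 (0.220 to 0.558). At 30 min 5 of 15 pairs were (-0.250 to 0.275), and at 3 h 17 of 18 (0.0795 to 0.639).

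The iESR list (60 genes) and the list of ribosomal protein and PAC cluster genes (92 genes) were taken from annotations in the sheets of Dataset S3 for BY4743, BC187 and NCYC3290. Lists of respiration, ergosterol and amino acid biosynthesis genes were written by symbol before the data were examined. The genes named are those the paper names (ENA1, ENA5 and NHA1, with ENA2), the marker genes of the BY4743 genotype, and for each strain the genes with the largest positive and negative difference from the mean of the strains, in the basal and in the NaCl fit, among those past the threshold with the same sign in every replicate. This rule was set before the data were examined.

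The fits were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed in BY4743 by 1.5 on the log2 scale. Of these, 195 (97.5%) were recovered in the NaCl fit, where 2.5% of the calls were false among 5929 genes tested, and 200 in the basal fit, where 4.76% were false among 5599 genes tested. A list of 103 simulated genes that were raised was called, and 1 of 100 random lists passed the threshold.

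Alternatives set before the data were examined were DESeq2's size factors, upper-quartile normalization, DESeq2's Wald test, edgeR's likelihood ratio test, other filters on low counts, fits with no replicate block or with other blocks, an F test over all contrasts, adjustment over all contrasts together, other prior counts, summed ENA counts, all 35 libraries, and each culture left out in turn. Scaling by library totals without TMM and a minimum absolute log2 difference of 1 were added after the data were seen, as were all 35 libraries for the culture medians and correlations. Library totals gave higher log2 fold changes than TMM in most groups. The mean shift of all genes at 30 min was 0.28 in BY4743, 0.03 in BC187, -0.02 in NCYC3290 and -0.07 in YPS128, and at 3 h it was 0.15, 0.26, 0.58 and 0.82. TMM assumes that most genes do not change, and log2 fold changes are reported relative to that scale.

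The YPS128 replicate 3 library at 3 h was left out of the fits, as in Dataset S4, and entered the fits to all 35 libraries. The list of genes beneficial to YPS128 was used only to leave its genes out of the background of the test of beneficial genes, and targets of Hap1 and the full ESR list were not used.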

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

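The tests of when the wild strains respond, of chromosome number, of the ENA shares, of a mislabelled library and of counts near the detection floor were chosen, or given their final limit, only after the results were seen.

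The iESR genes changed more in BY4743 than in the wild strains at 30 min, by 0.938 on the log2 scale, and this difference between strains is what singled the result out (exact permutation test, p = 0.00606). With every library thinned to the total of the smallest, the difference was 1.01. Without the 100 genes of highest mean count it was 0.898, and with each culture's trend on gene length and GC content removed it was 0.944. Only 1 of the 100 genes is an iESR gene, so their removal bears on abundant genes outside the list. Each of the 3 settings gave p = 0.00606 in the exact permutation test, the smallest p it allows. Depth, a few abundant genes outside the list and a length or GC trend therefore do not account for the difference as whole causes. A candidate explanation is that the wild strains mount the same response later. Across genes, the 3 h log2 fold changes of each wild strain correlated with those of BY4743 at 30 min more than its own 30 min log2 fold changes did. The gain in r was 0.0367 in BC187, where it was smallest (0.725 against 0.688), so in that strain the pattern is weak. In NCYC3290 r was 0.749 against 0.599, and in YPS128 0.771 against 0.406. The 3 h log2 fold changes correlated still more with those of BY4743 at 3 h in BC187 (0.830) and slightly more in NCYC3290 (0.758), and less in YPS128 (0.712), so they are not simply a shifted copy of its 30 min response in all 3 strains. A difference in the size of an early response and a delay stay open, since only 2 time points after NaCl were sampled.

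The log2 fold change of ENA1 at 3 h in BY4743 differed from the mean of the strains by -1.47, and that of ENA5 by -3.83, each by the test of the difference between strains. Counts assigned to ENA5 did not rise in BY4743 but rose in the other strains. From DNA reads the paper gives NCYC3290 and YPS128 a single ENA copy per haploid genome. In these strains the counts on ENA1 and ENA5 may therefore come from the same gene, and do not show a separate induction of ENA5. Reads divided at random between the copies would leave the share of ENA1 unchanged. In BY4743 that share rose by 45.0 percentage points from unstressed to 30 min (SD 4.84, higher in 3 of 3 cultures), which argues against such a division. In NCYC3290 and YPS128, reads of fewer copies divided between the ENA genes of the reference would also leave the share unchanged, but it rose by 22.5 points at 30 min (SD 5.73, higher in 5 of 5 cultures). By 3 h the share in these strains was lower again, 54.1% ± 2.3 in NCYC3290 (SD, n = 3) and 52.0% ± 2.6 in YPS128 (SD, n = 3), against 41.6% ± 12 and 42.7% ± 5.8 unstressed, so the test rests on the 30 min libraries. Unstressed libraries of NCYC3290 and YPS128 held 25 to 55 ENA counts, which limits the unstressed share. With so few counts the change in share cannot decide against reads of a single copy being divided between the reference genes. Strain variants in these genes were not tested and stay open.

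NHA1 fell further in BY4743 at 30 min than in the mean of the strains (-0.48), and under library totals without TMM, chosen after the data were seen, the difference was -0.23 with an adjusted p of 0.246 from edgeR. Over the alternatives the scale of the libraries could therefore explain part of the NHA1 difference. The marker genes HIS3 (-0.88), LYS2 (-0.42) and MET17 (-0.99) in BY4743 at 30 min also differed from the mean of the strains. So did MET17 (1.05) and HIS3 (0.51) in BC187 at 3 h. MET17 is the MET15 of the BY4743 genotype. That genotype, which the design confounds with the strain, stays open for HIS3, LYS2 and MET17 in BY4743, and no explanation of these was tested.

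The genes with the largest strain-specific NaCl responses were singled out by the same test of differences between strains. They were MOR1 (4.20) in BY4743 at 30 min, PAU4 (-4.94) in BY4743 at 3 h, SNO2 (4.72) and PRM5 (-2.83) in BC187 at 3 h, EST3 (3.50) in NCYC3290 at 30 min, SNZ3 (-2.90) in NCYC3290 at 3 h, LSO1 (4.89) in YPS128 at 3 h and YFR056C (-4.71) in YPS128 at 30 min. Of these 8 genes, 6 have a strain whose unstressed or NaCl libraries are all at or under 3 counts, so their fitted values depend on the prior count and may be far from the true differences. PRM5 and EST3 have no such group under the test's limit. The induction of EST3 could come from a neighbouring gene whose transcription runs into it, but the neighbours changed by 0.72 (DOT5) and -0.59 (FAA3) in NCYC3290 at 30 min, against 5.71 for EST3. SNZ3, SNO2, MOR1 and PAU4 have windows that occur more than once in the genome (36.8%, 23.5%, 71.7% and 77.3% occur once), so shared reads stay open for them.

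The YPS128 replicate 3 library at 3 h, which the paper's Dataset S4 does not use, showed ENA1 at 50.4-fold its unstressed level and an iESR change of 2.26. It could be a mislabelled sample. Of 20 genes with at most 3 counts in every other YPS128 library and at least 20 in every library of another strain, the largest count in it was 4. The limit set before this was seen was 3 counts, which 1 of the 20 genes passed, and it was then restated as 20. Its profile was most similar to YPS128 at 3 h replicate 1 (r = 0.989 across genes), and less so to the nearest library of another group, NCYC3290 at 3 h (r = 0.947). Both values argue against a swap with another strain or time point. Its total of 4805400 counts lies within the range of the other libraries. ENA1 was induced less here than in the other YPS128 cultures, and its unstressed library had 24 ENA1 counts against 12 and 15, so few counts set the fold change.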

How the results depend on the processing

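Of 797 values of the main results under alternatives, 736 kept their direction and their side of the threshold, or moved by less than the spread between replicates (1.5 times for a count). Of 1040 values for single named genes, 15 were weaker, 10 stronger and 10 reversed. Except where a cause is named, the cause was not tested.

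The replicate block mattered at basal expression. With no replicate block there were 2061 strain-specific basal genes, 737 genes basal higher in BY4743 and 612 genes basal lower in BY4743. The genes lower in BY4743 fell from 4 to 2 in the iESR list and from 6 to 3 in the amino acid biosynthesis list. Among single genes 2 differences no longer passed the threshold, the ENA5 NaCl difference, BC187 3 h (-0.70, adjusted p = 0.0546 from edgeR) and the NHA1 basal difference, NCYC3290 (-0.21, adjusted p = 0.182 from edgeR). In the fit to the libraries of all time points there were 2599 strain-specific basal genes and 727 genes lower in BY4743. With a replicate block by time point the number of genes changed by NaCl YPS128 30 min was 1806.

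Fewer genes were called by construction under added limits. A minimum absolute log2 difference of 1, chosen after the data were seen, left 1076 strain-specific NaCl genes, 455 strain-specific basal genes, and 76 genes lower in BY4743 of 263. Of genes changed in 1 strain only there were 149 with at least 10 counts in every library, and 1353 with no minimum fold change. With at least 10 counts in every library, added for the correlations after the data were seen, r between the NaCl responses rose to 0.876 for BC187 and NCYC3290 at 3 h and 0.865 at 30 min, 0.878 for BY4743 and BC187 at 3 h, 0.799 for BY4743 and NCYC3290 at 3 h, and 0.911 and 0.820 for NCYC3290 and YPS128 at 3 h and 30 min.

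The call on the iESR list at basal expression did not hold with an estimated inter-gene correlation (median 0.28, adjusted p = 0.114 from limma's camera).

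Scaling by library totals without TMM, chosen after the data were seen, shifts all genes, by up to 0.82 on average in YPS128 at 3 h, and this shift moved the culture medians. The iESR change by strain and time, NCYC3290 3 h, was 2.23, and it was 1.68 in BY4743 at 30 min, 1.72 in BY4743 at 3 h and 2.67 in YPS128 at 3 h. The median absolute log2 fold change at 3 h was 0.49 in BY4743, 0.62 in BC187, 0.80 in NCYC3290 and 1.01 in YPS128. The change of the ribosomal protein and PAC genes (rESR change by strain and time, BY4743 30 min) was -1.01, that of YPS128 at 30 min -0.24, and it was -0.97 in BC187, -0.88 in NCYC3290 and -0.67 in YPS128 at 3 h. For these repressed genes the difference of BY4743 from the wild cultures at 3 h turned from 0.256 (exact permutation test, p = 0.0424) to -0.114 (p = 0.412). The larger iESR change of BY4743 at 30 min held, at 1.22. The genes basal higher in BY4743 were then 2000 and the genes basal lower in BY4743 932, against 1411 and 1388 with TMM. Signs turned for the NHA1 NaCl difference, BC187 3 h (-0.064), the NHA1 NaCl difference, NCYC3290 30 min (-0.015) and that of YPS128 at 3 h (0.16), none past the threshold in either setting. With at least 10 counts in every library the NHA1 difference of NCYC3290 at 30 min was -0.0037.

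DESeq2's size factors and other prior counts moved culture medians by small amounts. With size factors the iESR change of NCYC3290 at 3 h was 1.63, the median absolute change of YPS128 at 3 h 0.78 and its repressed genes -1.52. With a prior count of 0.5 the iESR change by strain and time, NCYC3290 3 h, was 1.69, and the median absolute change at 3 h 0.59 in BC187 and 0.79 in YPS128. With a prior count of 10 the iESR change was 0.54 in BC187 at 30 min, and 1.44 in BY4743, 1.504 in NCYC3290 and 1.67 in YPS128 at 3 h. The median absolute change was 0.62 in BY4743 at 30 min, and 0.40 in BY4743, 0.52 in BC187, 0.56 in NCYC3290 and 0.69 in YPS128 at 3 h, and the repressed genes of YPS128 changed by -1.45 at 3 h.

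Summing ENA1, ENA2 and ENA5 changed the ENA values. The sum holds the reads counted on these genes, and reads shared between the copies may be missing from it. The basal ratios were 10.6 for BY4743 to NCYC3290, 5.77 for BC187 to NCYC3290 and 1.83 for BY4743 to BC187. The log2 fold change at 30 min was 3.41 in BY4743, 1.64 in BC187, 2.79 in NCYC3290 and 2.30 in YPS128, and at 3 h 2.95, 3.68 and 5.97 in BY4743, BC187 and NCYC3290.

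With each culture left out in turn, the number of genes changed by NaCl BC187 30 min ranged from 1287 (without replicate 2) to 2300, and of genes changed by NaCl NCYC3290 30 min from 1014 (without replicate 3) to 1944. The ratio of NCYC3290 to YPS128 (ENA1 basal ratios, NCYC3290 to YPS128) ranged from 0.646 to 1.01, the latter without NCYC3290 replicate 3 (adjusted p = 0.424 from edgeR) or YPS128 replicate 3 (adjusted p = 0.940), and stayed short of the threshold. Strain-specific NaCl genes ranged from 3135 to 3958 and basal genes from 3722 to 4104. Signs turned for differences near 0. The ENA1 NaCl difference, NCYC3290 30 min ranged from -0.024 (without NCYC3290 replicate 1) to 0.34 (without NCYC3290 replicate 2). The ENA5 NaCl difference, BC187 30 min ranged from -0.25 (without BC187 replicate 2) to 0.029 (without BC187 replicate 3), and was 0.011 without BY4743 replicate 1 and 0.022 without NCYC3290 replicate 1. The NHA1 NaCl difference, NCYC3290 30 min ranged from -0.032 (without NCYC3290 replicate 2) to 0.099 (without NCYC3290 replicate 1), and was -0.0014 without BY4743 replicate 3. The LSO1 NaCl difference, YPS128 3 h was 4.10 and no longer past the threshold without NCYC3290 replicate 3. Cultures of YPS128 were not left out of the NaCl fits, because that leaves 1 library.

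The depth limits the basal ENA1 values of NCYC3290 and YPS128, which rest on 12 to 24 counts per library.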

Differences from the paper's values

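The paper reports 1141 genes with a strain-specific NaCl response, and 3748 were found here. All of the alternatives set before the data were examined gave over 1.5 times the paper's number. A minimum absolute log2 difference of 1, chosen after seeing the values, gave 1076. The paper reports 608 genes with strain-specific basal expression, and 4068 were found here. No alternative set before the data were examined closed this gap, the nearest being the fit with no replicate block, at 2061. The minimum absolute log2 difference of 1, chosen after seeing the values, gave 455 strain-specific basal genes.

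The paper states that 20% of beneficial genes had a strain-specific NaCl response, and 57.7% did here, with the lists of 3 strains. The likelihood ratio test gave 60.3%, DESeq2's Wald test 64.6% and the fit with no replicate block 51.3%, so none of these closed the gap. The other alternatives set before the data were examined were not run for this share. With the minimum absolute log2 difference of 1, chosen after seeing the values, the share was 15.9%. Of these genes the paper gives 43% as repressed across strains, and 58.7% had a negative mean log2 fold change here. That lies within the 1.5 times set for a difference, but its 95% interval, 48.9% to 68.1%, leaves out 43%. A negative mean need not be repression in each strain, and the genes are another set, so the shares are not like for like.

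The paper gives 7494848 reads per sample, and the mean of the counted reads was 4709084. The paper's number refers to sequenced reads and the other to reads counted on genes, and no alternative bears on it.

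In the paper's Dataset S4 the mean log2 fold change of ENA1 at 3 h is 4.97 in BC187, 7.00 in NCYC3290 and 7.61 in YPS128, where 4.697, 6.40 and 6.76 were found. The SD over the paper's replicates is 0.252, 0.0428 and 0.204. For BC187 the filter of at least 10 counts in every library gave 4.74, within the paper's SD, and none of the other alternatives set before the data were examined closed the gap. For NCYC3290 and YPS128 none did. The paper's Dataset S4 gives ENA5 at 3 h as 3.04 in BC187 and 7.07 in YPS128 (SD 0.126 and 0.670), where 2.77 and 6.23 were found, and no alternative set before the data were examined was run for ENA5. Scaling by library totals without TMM, chosen after seeing the values, gave 4.96, 6.98 and 7.58 for ENA1 and 3.02 and 7.05 for ENA5. The Methods state TMM normalization.

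Values of Fig. 5b, read by eye, are log2 levels of ENA1 relative to unstressed NCYC3290. They are about 7.8 for BY4743 at 3 h in Fig. 5b, where 7.60 was found, about 2.1 for unstressed BC187 in Fig. 5b, where 2.21 was found, and about 7.1 for BC187 at 3 h in Fig. 5b, where 6.90 was found. For NCYC3290 at 3 h Fig. 5b shows about 7.0, where 6.40 was found, and for YPS128 at 3 h Fig. 5b shows about 7.7, where 6.76 was found. Of the alternatives set before the data were examined only the fit to all 35 libraries was run for these levels, and it gave 6.76 for YPS128 at 3 h and 6.38 for NCYC3290 at 3 h. Library totals without TMM, chosen after seeing the values, gave 7.77, 2.13, 7.08, 6.98 and 7.30 in the same order, so that the YPS128 value was still lower.

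The paper states that every other strain came within the stated fold of BY4743's ENA1 level after NaCl, and NCYC3290 at 3 h was 2.30-fold below BY4743 here. With the ENA counts summed it was 1.31-fold below, and under library totals without TMM, chosen after seeing the values, 1.72-fold. The paper states that basal ENA1 in BC187 exceeded both sensitive strains by more than the stated fold, and for YPS128 the ratio was 3.46 here, against 4.66 with the ENA counts summed and 3.93 under library totals, chosen after seeing the values. Without replicate 3 of BC187 or of YPS128 it was 4.62, and without replicate 2 of either it was 2.95, so whether it passes the stated fold rests on 1 replicate.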

Other observations

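The tests of the NaCl response in other splits of the libraries, of basal expression and of pairing were set before their results were seen, while the test of chromosome number and the comparison with Dataset S4 were chosen after, and the limit set beforehand for poor mapping was set aside after its value was seen.

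Other splits of the same libraries show how large the counts of genes can be by grouping alone. The 3748 strain-specific NaCl genes were reached by 1 of 100 splits, the real one, and the next largest gave 2451. For genes changed in 1 strain only, 97 of 100 splits gave as many as the 366 found. The splits put cultures of different strains in a group, which can raise the spread and the number of missed changes. Because this number grows when changes are missed in the other groups, the splits cannot decide whether 366 is large. The 4068 strain-specific basal genes were reached by 1 of 100 splits, and the next largest gave 1748. The 1411 genes higher in BY4743 and the 1388 lower were each reached by 1 of 64 splits that exchange libraries within replicates, and the next largest, 1289 and 973, equal the counts of the real grouping of YPS128, which is among the 64 splits.

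Among the same 64 splits, the absolute median differences of the iESR list and of the ergosterol list in BY4743 were reached by 1 each, the real split. The amino acid biosynthesis list was reached by 4 of 64 splits, so it does not stand out from other groupings. The respiration list was reached by 6 of 64. These include the real grouping of YPS128, whose respiration median (0.93) is larger than that of BY4743 (-0.58) and of opposite sign. Splits with YPS128 libraries can reach the absolute value through that strain's own difference, so the count cannot decide for respiration. For the responses of single strains, fits to the 6 libraries of BY4743, BC187 or NCYC3290 at 30 min or at 3 h were each reached by 1 of 10 splits, which is the smallest number that 10 splits can give, so they cannot decide. Those fits to 6 libraries called 2789 and 3210 genes in BY4743, 2379 and 3503 in BC187, and 1017 and 4020 in NCYC3290, and at most 1 gene in any other split.

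More genes were at least 2-fold higher than lower in unstressed BY4743 (71.1% higher). Reads of the wild strains may map less well to a reference from the relatives of BY4743, which would hold at any time point. At 3 h, 46.6% of the genes at least 2-fold different were higher in BY4743 (211 higher, 242 lower). The limit written beforehand, 50% or fewer, would have excluded poor mapping. That share also depends on how the strains respond to NaCl and on the scaling, which was judged only after the value was seen, so poor mapping is not taken as excluded. The genes higher when unstressed kept 75.7% of their median difference at 3 h (72.9% without those at the floor of the counts in every wild library), as poor mapping would give, but they were chosen for that difference. An extra chromosome would shift its genes together, and the largest absolute median difference of a nuclear chromosome in BY4743 was 0.0677. Poor mapping stays open, as do single genes absent from the wild strains or diverged in them.

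A hypothesis is that unstressed BY4743 is in a state near the acclimated state of the wild strains. Across genes, the difference of BY4743 from the wild strains in a replicate was correlated with the 3 h log2 fold changes of the wild strains in other replicates. The smallest r over 16 combinations was 0.178, the mean 0.228 and the largest 0.265, which is consistent with a weak resemblance. The same comparison gave r between -0.148 and 0.0412 for BC187, -0.00550 and 0.189 for NCYC3290, and -0.267 and -0.0105 for YPS128. Growth rate and strain genotype stay open as sources, and were not tested.

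Libraries of the same replicate number deviated together in the unstressed cultures, with a mean correlation of 0.465 across the genes with a known length and GC content. With each library's trend on length and GC content removed it was 0.449, so such a trend is not the whole cause. A shared day or batch of growth, as the Methods describe, stays open.

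After the values were seen, the log2 fold changes in the paper's Dataset S4 were compared with the counts for 22 cultures and time points over 1138 genes. Against log2 ratios of counts over library totals they differed by a constant of between 0.000275 and 0.0332 in each culture, with a median absolute deviation across genes of at most 1.87e-06. Against TMM-scaled ratios the constant lay between -0.390 and 0.958. With a minimum absolute log2 difference of 1, 572 of the 1138 genes were called.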
